# Long-lasting alterations to DNA methylation and ncRNAs could underlie the effects of fetal alcohol exposure in mice

**DOI:** 10.1242/dmm.010975

**Published:** 2013-04-10

**Authors:** Benjamin I. Laufer, Katarzyna Mantha, Morgan L. Kleiber, Eric J. Diehl, Sean M. F. Addison, Shiva M. Singh

## Abstract

Fetal alcohol spectrum disorders (FASDs) are characterized by life-long changes in gene expression, neurodevelopment and behavior. What mechanisms initiate and maintain these changes are not known, but current research suggests a role for alcohol-induced epigenetic changes. In this study we assessed alterations to adult mouse brain tissue by assaying DNA cytosine methylation and small noncoding RNA (ncRNA) expression, specifically the microRNA (miRNA) and small nucleolar RNA (snoRNA) subtypes. We found long-lasting alterations in DNA methylation as a result of fetal alcohol exposure, specifically in the imprinted regions of the genome harboring ncRNAs and sequences interacting with regulatory proteins. A large number of major nodes from the identified networks, such as *Pten* signaling, contained transcriptional repressor CTCF-binding sites in their promoters, illustrating the functional consequences of alcohol-induced changes to DNA methylation. Next, we assessed ncRNA expression using two independent array platforms and quantitative PCR. The results identified 34 genes that are targeted by the deregulated miRNAs. Of these, four (*Pten*, *Nmnat1*, *Slitrk2* and *Otx2)* were viewed as being crucial in the context of FASDs given their roles in the brain. Furthermore, ∼20% of the altered ncRNAs mapped to three imprinted regions (*Snrpn-Ube3a*, *Dlk1-Dio3* and *Sfmbt2*) that showed differential methylation and have been previously implicated in neurodevelopmental disorders. The findings of this study help to expand on the mechanisms behind the long-lasting changes in the brain transcriptome of FASD individuals. The observed changes could contribute to the initiation and maintenance of the long-lasting effect of alcohol.

## INTRODUCTION

An epigenetic mechanism brings about changes in gene expression or cellular phenotype through changes other than a change in the underlying DNA sequence. They are crucial to gene regulation at two distinct levels. The first is at the level of transcription, which is mainly accomplished by methylation of DNA (Métivier et al., 2008) and modification of histones. The second level of epigenetic control is achieved post-transcriptionally by small noncoding RNAs [ncRNAs; i.e. microRNAs (miRNAs)] and allows for the fine-tuning of gene expression (Moazed, 2009). miRNAs are key regulators of eukaryotic gene expression, acting via translational repression and mRNA decay (Friedman and Jones, 2009). Furthermore, miRNAs control the activity of more than 60% of all protein-coding genes in mammals and are involved in the regulation of most cellular processes (Fabian et al., 2010).

The two aforementioned levels of epigenetic regulation are particularly crucial during embryonic development (Howlett and Reik, 1991; Monk et al., 1987), where changes to the epigenome are tightly controlled (Howlett and Reik, 1991; Monk et al., 1987). Alcohol consumption during pregnancy results in the development of fetal alcohol spectrum disorders (FASDs) (May and Gossage, 2001). Phenotypes commonly associated with FASD include impairments in cognition, learning, executive function, judgment, attention and social adaptation (Herman et al., 2008; Jirikowic et al., 2008; Mattson et al., 1998). FASDs are relatively common in North America, affecting 2–5% of pregnancies, and have an annual cost in the tens of billions of dollars (Chudley et al., 2005; Lupton et al., 2004; May et al., 2009; Popova et al., 2011; Stade et al., 2009).

Insight into the effect of alcohol on the developing brain (Valenzuela et al., 2012) has been assessed using animal models, including rats for neuroscience based studies and the C57BL/6J (B6) strain of mice for molecular-biology-based studies. Previously, we reported that a mouse model for FASD based on voluntary maternal alcohol consumption throughout gestation resulted in offspring that showed mild developmental delay, anxiety-related traits and deficits in spatial learning (Kleiber et al., 2011). Next, we extended this model by evaluating the gene expression changes that occurred in the adult brains of C57BL/6J mice that were prenatally exposed to alcohol via maternal preference drinking (Kleiber et al., 2012). The results indicated that alcohol induces subtle but consistent changes to global gene expression. Gene enrichment analysis showed over-represented gene ontology classifications of cellular, embryonic and nervous system development. Furthermore, a number of genes identified have previously been implicated in FASD-relevant neurobehavioral phenotypes such as cognitive function, anxiety, attention deficit hyperactivity disorder and mood disorders (e.g. *Otx2*).

In our most recent experiments we have sought to examine how the variability seen in FASD phenotypes relates to the timing of alcohol exposure. In these experiments, mice were exposed to two acute doses of alcohol (5 g/kg body weight) at neurodevelopmental times representing the human first, second or third trimester equivalent. This method has been previously reported and induces a peak blood alcohol level of over 0.3 g/dl for 4–5 hours following injection, and is sufficient to induce neuronal apoptosis and result in FASD-related behaviors (Ikonomidou et al., 2000; Wozniak et al., 2004).

**TRANSLATIONAL IMPACT**

**Clinical issue**

Birth defects caused by maternal consumption of alcohol during pregnancy are collectively termed fetal alcohol spectrum disorders (FASDs). Although the disorders are entirely preventable, they remain the leading cause of cognitive deficits in North America, highlighting the need to elucidate the underlying mechanisms and develop effective treatments. Studies using animal models of FASD have shed light on the effects of alcohol on the developing brain, and alcohol-induced changes in global gene expression have been reported. It has been proposed that long-term changes in the expression of specific gene modules, mediated by epigenetic mechanisms, are a key feature of FASDs, but the specific processes involved have not yet been determined.

**Results**

The authors of this report previously generated and characterized mouse models of FASD and observed alterations in post-natal development, adult behavior and gene expression. In this study, they sought to determine the mechanisms underlying the long-term alterations in brain gene expression following alcohol exposure during development. To this end, they examined the effects of fetal alcohol exposure on the epigenome of adult mice by assaying DNA methylation and non-coding RNA (ncRNA) expression. They observed alterations in DNA methylation and, by applying bioinformatics tools, identified the specific genomic regions affected. The changes mapped to promoters of small ncRNA molecules that are normally regulated in a parent-of-origin manner via epigenetic mechanisms. These molecules are known regulators of many genes, some of which have been previously implicated in FASD. Using array platforms and quantitative PCR, the group pinpointed 34 genes that are targeted by the deregulated ncRNA molecules, providing a suite of candidates for further analysis. Importantly, the authors demonstrate that the alterations in DNA methylation mediated by fetal alcohol exposure are long lasting.

**Implications and future directions**

The results of this study provoke a number of novel hypotheses and candidate molecular markers for FASD. Specifically, the study has identified key genomic regions and regulatory relationships that warrant further research and validation to uncover currently unknown functions driving the persistence of FASD into adulthood. Interestingly, the small RNA molecules implicated are known to be largely brain-specific and have been linked with a number of complex neurological disorders. Overall, the results suggest that a multistage process involving changes in DNA methylation, ncRNAs and gene expression underlies FASD and related diseases of fetal origin. Given the highly reversible nature of epigenetic markers, the newly identified markers from this work have great potential for use in FASD treatment.

In our first set of experiments we set out to examine the physiological, developmental and behavioral deficits associated with the paradigms examined (Mantha et al., 2013). The results showed that alcohol exposure at any time during gestation causes delays in motor skill and reflex development. Alcohol exposure during the trimester three equivalent seems to produce delays in most measures, followed closely by trimester two, whereas alcohol exposure at the first trimester producing subtle effects, with less than half of the milestones significantly altered. Finally, our results provided further support for deficits in learning and memory caused by prenatal alcohol exposure, as assessed by the Barnes maze.

After the battery of developmental milestones, physiological metrics and behavior work, the mice were reared to adulthood and changes to their adult brain transcriptome were assessed in a second group of experiments (Kleiber et al., 2013). The results suggested that alcohol disrupts biological processes that are actively occurring at the time of exposure. These include cell proliferation during trimester one, cell migration and differentiation during trimester two, and cellular communication and neurotransmission during trimester three. Furthermore, although alcohol altered a distinct set of genes depending on developmental timing, many of these show interrelatedness and can be associated with one another via ‘hub’ molecules and pathways.

Ultimately, the findings of our most recent experiments argue that long-term changes in the expression of specific gene modules represent the major feature of the effect of alcohol during the development of FASD. Our third set of experiments, which form the basis of this manuscript, seek to examine the mechanisms initiating and maintaining the long-term gene expression changes following fetal alcohol exposure (FAE). Currently, these mechanisms are unknown; however, recent studies by others have suggested that epigenetic alterations could underlie the effects seen in our first two sets of experiments (Govorko et al., 2012; Haycock and Ramsay, 2009; Kaminen-Ahola et al., 2010; Liu et al., 2009). Indeed, alcohol exposure during embryonic development affects the transfer of folate from the mother to the developing embryo (Hutson et al., 2012). This is of significance to the developing embryo because folate is essential in establishing and maintaining DNA methylation. The lack of folate has the potential to cause aberrant epigenetic profiles. Indeed, recent studies have observed methylation changes occurring in genes that are known to be genomically imprinted (Dietz et al., 2012; Liu et al., 2009; Shukla et al., 2011; Sittig et al., 2011). Imprinted genes are expressed in a parent-of-origin-specific manner that is based on differential methylation of an imprinting control region (ICR). Genomic imprinting acts only on a select set of genes (Laprise, 2009; Moore, 2001) that are important in early development, particularly neurodevelopment (Hager and Johnstone, 2003). These genes are crucial during neurodevelopment, as well as in the normal functioning of the brain (Davies et al., 2008). Interestingly, ∼30% of imprinted genes are hypothesized to be ncRNAs, including miRNAs (Morison et al., 2005). miRNAs have been implicated in a number of abnormalities that often show co-morbidity with FASD, including anxiety, depression and other psychiatric disorders (O’Connor et al., 2012). Approximately 11% (42/385) of examined miRNAs have been found to be differentially expressed in primary cortical neuronal cultures chronically exposed to alcohol (Guo et al., 2011). Interestingly, treatments that contain methyl group donors, such as choline (Zeisel, 2011), have been able to attenuate some of the effects of FAE. Of particular interest to this research is the observation that co-incubation of alcohol-exposed mouse embryos with folic acid, which is involved in establishing DNA methylation, was able to prevent altered expression of *mir-10a* and its target gene *Hoxa1* (Wang et al., 2009). Such results argue that the alcohol-induced molecular cascade (Soares et al., 2012; Wang et al., 2009) might involve DNA methylation. However, the actual mechanism behind such interactions remains to be elucidated (Haycock and Ramsay, 2009; Miranda, 2012).

It is logical to hypothesize that FAE might alter DNA methylation, thus suppressing the transcriptional machinery involving a variety of transcription factors. For example, CTCF is a highly conserved ubiquitous 11-zinc-finger protein with multiple functions in chromatin organization and gene regulation, including chromatin insulator activity and transcriptional enhancement and silencing (Williams and Flavell, 2008). CTCF binds to a set of signal sequences, with this binding being sensitive to methylation (Filippova, 2008), while also having the potential to mediate long-range chromosomal interactions (Ling et al., 2006). Currently, 111,062 CTCF-binding sites in the mouse genome have been identified, with some being tissue specific and some ubiquitous (Shen et al., 2012). Indeed, CTCF-binding sites involved in the ICR of *H19* and *Igf2* (*H19/Igf2*) have shown significant differential methylation in FASD placental tissue (Haycock and Ramsay, 2009) and in the sperm of alcohol-consuming fathers (Knezovich and Ramsay, 2012). Furthermore, altered DNA methylation has the potential to directly or indirectly affect the expression of a specific set of miRNAs that could play a substantial role in maintaining long-term alterations in the gene expression.

The results presented in this report include three novel findings. First is the disruption of genome-wide DNA methylation in adult brain tissue. Second are the associated alterations in the expression of miRNAs and small nucleolar RNAs (snoRNAs). Third, we present the use of bioinformatic tools to identify specific (imprinted) genomic regions and their interactive protein, CTCF, which might initiate and maintain abnormalities caused by alcohol exposure in FASD.

## RESULTS

### Voluntary maternal drinking during pregnancy causes long-lasting changes to DNA methylation in resulting progeny

The first experiment in this report examines genome-wide differences in DNA methylation in the adult brain [postnatal day (PND) 70] in response to FAE by voluntary maternal drinking. It is followed by assessment of its potential biological effects as outlined below.

#### Global methylation changes to promoterome

Results showed that the differences across individuals representing alcohol-exposed and matched control brains, although variable, show a significant (*P*=0.01) effect of FAE on genome-wide DNA methylation. Upon hierarchal clustering (Fig. 1) analysis, it was observed that experimental and control mice group together according to exposure. Furthermore, the results reveal that at least 6660 promoter regions are differentially methylated as a result of FAE.

**Fig. 1.**
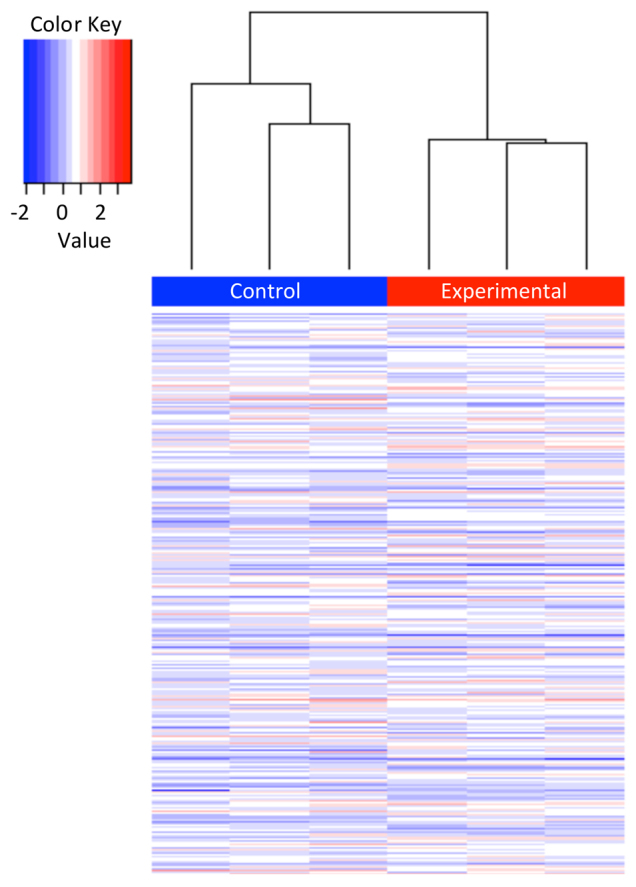
**Hierarchical clustering analysis of differential DNA methylation enrichment peaks from arrays examining the effect of continuous preference drinking on B6 male brains.** To compare differentially enriched regions between ethanol-exposed and control mice, the normalized log_2_-ratio scan values were averaged and then used to calculate the M′ value [M′=Average(log_2_ MeDIPE/InputE) – Average(log_2_ MeDIPC/InputC)] for each probe. NimbleScan sliding-window peak-finding algorithm was run on this data to find the differential enrichment peaks (DEPs).

#### Network analysis

Next, we subjected the identified promoters to Ingenuity Pathway Analysis® (IPA®). This analysis revealed that a large number of genes related to cell death and nervous system development and function are significantly enriched for in fetal-alcohol-exposed brains (Table 1). Network analysis revealed that the ‘Behavior, Neurological Disease, and Psychological Disorders’ network was the most significantly affected network, with an IPA® score of 65. From this network a number of highly connected ‘hub genes’ were identified (supplementary material Fig. S1).

**Table 1.**
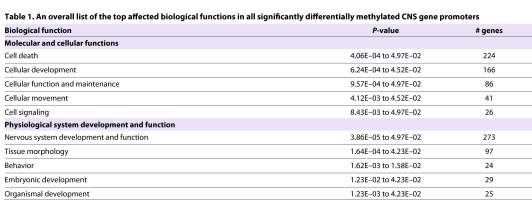
An overall list of the top affected biological functions in all significantly differentially methylated CNS gene promoters Biological function

Among the most prominent hub genes was *App*: its promoter is un-methylated in the treated mice. Furthermore, the promoters of a set of interacting genes (*Akt1*, *Ghr*, *ApoE*, *Ntrk1*) within this hub are also methylated following FAE. Finally, we examined the affected canonical pathways and found that the top two pathways were *Cdk5* signaling (*P*=9.01E–7), with 47/78 molecules affected (supplementary material Fig. S2), and *Pten* signaling (*P*=1.9E–06), with 54/95 molecules affected (supplementary material Fig. S3).

#### Functional consequences

We then sought to examine whether the changes to DNA methylation occurred in any CTCF-binding sites. Indeed, the same region of *H19/Igf2* identified by Haycock et al. also showed significant (*P*<0.01) differential methylation on our arrays (Fig. 2A). In addition to the *H19*/*Igf2* locus, CTCF binds to differentially methylated regions (DMRs) at a number of other imprinted loci. One of these is the secondary DMR of *Gtl2* (*M*eg3), which also showed significant differential methylation in a CTCF-binding site on our arrays (Fig. 2A).

**Fig. 2.**
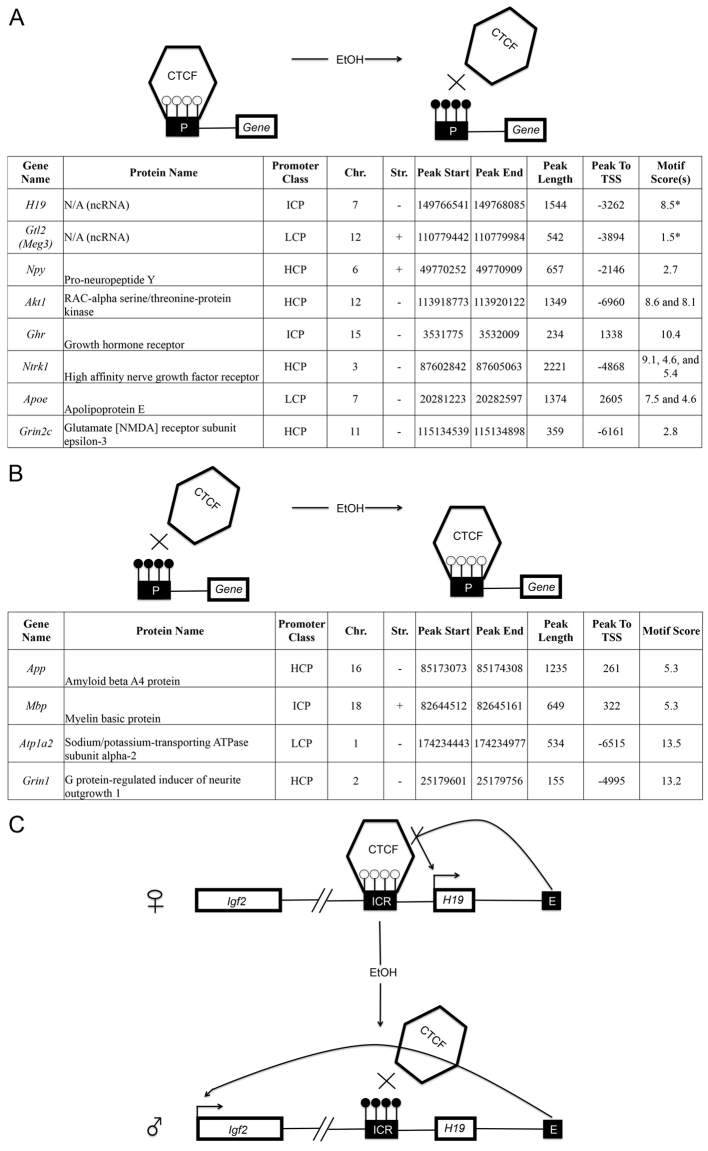
**The functional significance of altered CTCF-binding-site methylation after FAE.** (A,B) Gene promoters (‘P’) with CTCF sites showing increased (A) and decreased (B) methylation after FAE. (C) Schematic of *H19/IGF2* imprinting regulation and the effects of FAE. The black rectangle represents the *H19* ICR, white lollipops represent unmethylated DNA, and black lollipops represent methylated DNA. On the wild-type locus, the ICR exhibits paternal-specific methylation and contains binding sites for CTCF. On the maternal allele, CTCF binds to the ICR and blocks the *Igf2* promoter from accessing the 3′ shared enhancers (E). On the paternal allele, the ICR is methylated, and *H19* transcription is repressed. Because CTCF binding is methylation sensitive, the ICR cannot act as an insulator on the paternal allele, allowing *Igf2* expression to be driven from the enhancer. Our results suggest that, in the case of FAE, imprinting is deregulated owing to increased methylation in the CTCF-binding site, which causes the maternal allele to exhibit paternal imprinting marks.

Next, we sought to examine whether any of the 30 significantly differentially methylated peaks belonging to different regions of the promoters of major nodes from the ‘Behavior, Neurological Disease, and Psychological Disorders’ network (supplementary material Fig. S1) contained CTCF-binding sites (Bao et al., 2008). Of these 30 regions, 12 (40%) showed sequences that were strongly predicted to be CTCF-binding motifs (Fig. 2A,B). Eight of these promoter regions showed increased methylation and four showed decreased methylation. These genes of interest were then subjected to an independent pathway analysis using GeneMANIA (Warde-Farley et al., 2010), with the results supporting those of IPA® (Fig. 3). However, we note that other methylation-sensitive transcription factors and/or insulators are likely to be involved in the altered transcriptomics resulting from FAE.

**Fig. 3.**
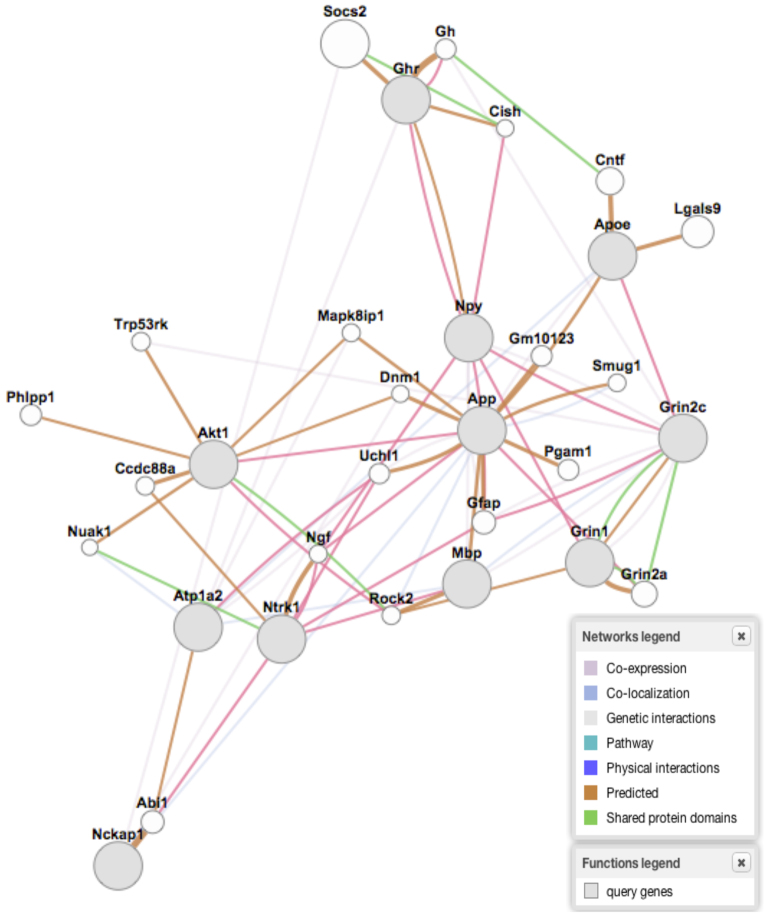
**Gene Mania network analysis of significantly differentially methylated genes containing CTCF-binding sites, from the ‘Behavior, Neurological Disease, and Psychological Disorders’ network.**

### Both voluntary chronic exposure and binge injections at different developmental time points cause long-lasting changes in miRNA and gene expression

The second set of experiments in this report identifies differences in ncRNA and gene expression. We assessed the effect of ethanol via voluntary maternal drinking on the transcripts in the brains of the resulting adult (PND 70) progeny. Furthermore, we also examined binge FAE (injection) at first (T1), second (T2) and third (T3) trimester equivalents of human development in order to confirm and expand on the results.

#### Prenatal ethanol causes changes in the adult brain miRNome

The results from mouse miRNA arrays show that FAE resulted in changes to global miRNA expression. The effect of each treatment paradigm was relatively consistent between biological replicates. Consequently, alcohol-treated and matched control expression patterns consistently group together when hierarchically clustered (Fig. 4).

**Fig. 4.**
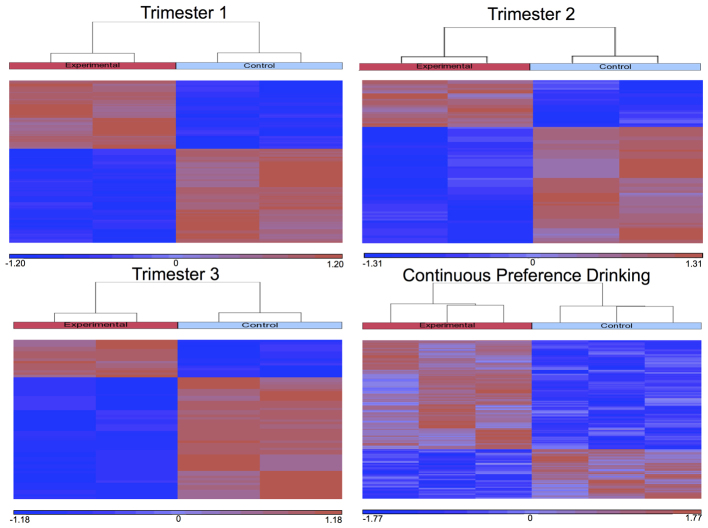
**Heat maps of miRNA expression generated using hierarchical clustering of the four FAE paradigms.** Trimester 1 injection model, trimester 2 injection model, trimester 3 injection model and continuous preference drinking model (ANOVA *P*-value of 0.05 and minimum 1.2-fold cut-off).

Furthermore, the pattern of expression between alcohol-exposed and matched control brains is quite distinct. We note that the miRNAs that were affected were specific to the developmental timing of alcohol treatment (Fig. 5). Here, the treatment during T1, T2 or T3 resulted in the unique expression for 21/24 (88%), 38/45 (84%) and 60/68 (88%) of the affected miRNAs for each of the three trimesters, respectively. This number for the voluntary consumption [continuous preference drinking (CPD)] paradigm was also comparable [28/32 (88%)].

**Fig. 5.**
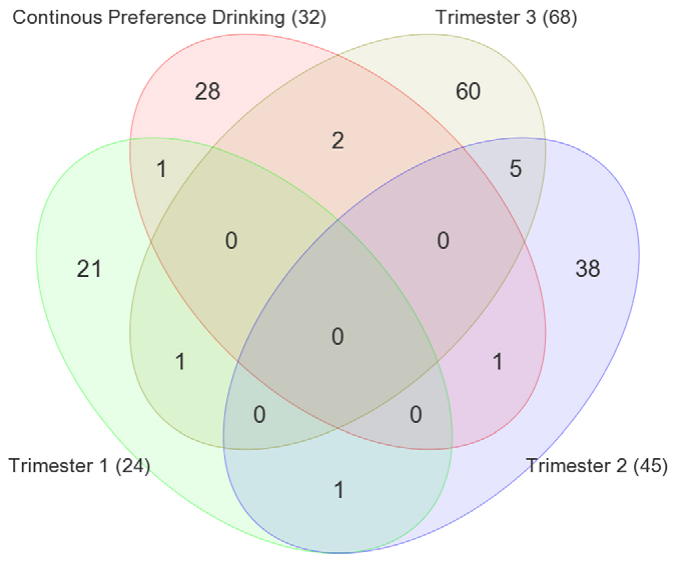
**Venn diagram of common and unique differentially expressed miRNAs identified by four FAE models.** Continuous preference drinking; trimester 1, binge treatment at GD8 and GD11; trimester 2, binge treatment at GD14 and GD16; trimester 3, binge treatment at PD4 and PD7. (ANOVA *P*-value of 0.05 and minimum 1.2-fold cut-off.)

#### miRNA and target gene alterations upon FAE via voluntary maternal consumption

Next, we used Ingenuity’s miRNA Target Filter® to analyze all possible miRNA and target-gene interactions from the miRNA and gene expression array data sets for the voluntary maternal consumption paradigm. The results were filtered based on the confidence of interaction, brain specificity, and an inverse miRNA to target mRNA relationship (supplementary material Table S1). Overall, 34 genes from the gene expression arrays showed inverse pairwise relationships with 1–13 miRNAs from the miRNA expression arrays that were predicted to target them.

Of the 34 identified target genes, four (*Pten*, *Nmnat1*, *Slitrk2* and *Otx2*) are of particular interest in the context of FASD, owing to their roles in the brain (Table 2), as discussed later. Next, we subjected the 34 genes to IPA®. The analysis revealed a number of fundamental biological processes that were significantly affected, including: a role for seven molecules in cellular development, a role for seven molecules in embryonic development and a role for six molecules in developmental disorders (Table 3). The four genes of interest (*Pten*, *Nmnat1*, *Slitrk2* and *Otx2*) are significant players in these pathways, which suggests a newly identified role for these genes in FASD.

**Table 2.**
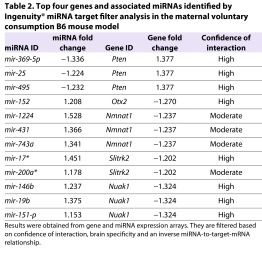
Top four genes and associated miRNAs identified by Ingenuity® miRNA target filter analysis in the maternal voluntary consumption B6 mouse model

**Table 3.**
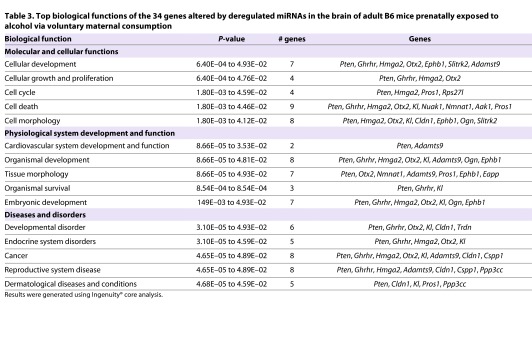
Top biological functions of the 34 genes altered by deregulated miRNAs in the brain of adult B6 mice prenatally exposed to alcohol via voluntary maternal consumption

#### Confirmation experiments

We then sought to confirm the results observed on the two independent array platforms by quantitative PCR (qPCR). Although the results showed similar fold changes to the arrays for all genes of interest examined (*Pten*, *Nmnat1*, *Slitrk2* and *Otx2*), they were not statistically significant (*P*=0.122, *P*=0.129, *P*=0.452 and *P*=0.078, respectively).

However, given the current technological limitations of qPCR (see Discussion), we sought other avenues of confirmation for the miRNA arrays. In subsequent experiments we used an independent platform (Affymetrix mouse gene 1.0 ST expression arrays) for three of the four paradigms, because the gene expression arrays also contained different probes for both mouse-specific snoRNAs and some miRNAs. 

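For the trimester 3 injection model, whole-brain RNA from adult males was hybridized to 4 Mouse Gene 1.0 ST arrays, 2 from ethanol-exposed and 2 from control mice. Each array held a pool of 3 males from different litters. Ethanol-exposed pups had received 2 doses of 2.5 g/kg ethanol, 2 hours apart, on postnatal days 4 and 7, and control pups had received saline. The methods give weaning at day 21 and tissue collection at day 70, whereas the sample labels give day 25 and day 60. The arrays are called control 1, ethanol 2, control 3 and ethanol 4, after their titles. The treatment entry in the labels contradicts the title and source name of control 1 and ethanol 4, and the groups used here follow the title and source name. Arrays of the other paradigms and the miRNA arrays were not analysed here.
The deposited values are log2 signals of 35556 probe sets, which the authors summarized with the RMA algorithm adjusted for GC content and quantile normalization. Of these probe sets, 21797 name 1 gene, 1613 name several genes and 12146 name none. No probe set is named for MBII-52, so these snoRNAs were not analysed here. Values were correlated across probe sets, which are not independent replicates, with a Pearson's r of 0.989 between the control arrays and 0.992 between the ethanol arrays. Between arrays of different groups r ran from 0.982 to 0.987. The median log2 signal was 6.61 on control 1 and 6.51 on control 3, against 6.33 on ethanol 2 and 6.38 on ethanol 4. The median difference between the groups (ethanol minus control) was -0.146, and 80.2% of the probe sets were lower on the ethanol arrays. For this reason differences are given both as deposited and after a further quantile normalization of the 4 arrays, which brings the median difference to -0.0042. Each probe set was tested with limma's moderated test (two-sided), and lists of genes with limma's camera, which compares a list with all other probe sets. Camera was run with a preset correlation between list members and again with an estimated one. The second form gave a larger p even in lists whose estimate was under the preset value. Failing it therefore does not show an effect of correlation. A probe set was past the study's limits when it differed by 1.2-fold or more with an unadjusted p under 0.05. Probe sets with identical values on all 4 arrays were counted once within a list, as 1 distinct profile. On the ethanol 2 array the pituitary hormone transcripts Gh and Prl had log2 signals of 6.53 and 5.05, and on each of the other 3 arrays both were above 10.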

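In the trimester 3 model, snoRNAs and miRNAs encoded outside the imprinted regions differed in both directions between ethanol-exposed and control brains. Among the snoRNAs, which guide the chemical modification of other RNAs, Snord82 was higher and Snord37 was lower on both ethanol arrays. Among the miRNAs, Mir194-1 was higher, and Mir680-1, Mir680-2 and Mir491 were lower. As deposited, lower signals outnumbered higher ones in both classes, and after quantile normalization the counts were near equal for the miRNAs and higher signals outnumbered lower ones for the snoRNAs.
Snord82 differed by a log2 of 0.51 (standard error 0.16, adjusted p = 0.195) and by 0.57 after quantile normalization. Snord37 differed by -0.58 (standard error 0.10, adjusted p = 0.161) and by -0.38 after normalization. Scarna8, a guide RNA of the Cajal body, was at -0.45, and Snora73a at -0.46, of which Snora73a was no longer past the study's limits after normalization (-0.31). Snord73b and Snord15b were at 0.32 and 0.31 as deposited, short of the limits, and passed them after normalization at 0.44 and 0.46. The 63 probe sets of this class hold 59 distinct profiles, of which 2 were past the limits and higher, 7 were lower and 50 were neither. After quantile normalization 6 were higher and 2 lower. The list had a median of -0.14, which is 0.0062 above that of all probe sets (camera, adjusted p = 0.740, and adjusted p = 0.996 with an estimated correlation).
Mir194-1 differed by 0.49 (standard error 0.13, adjusted p = 0.178) and by 0.69 after quantile normalization. Mir680-2, at -0.83 (standard error 0.15, adjusted p = 0.165), and Mir491, at -0.74 (standard error 0.22, adjusted p = 0.189), remained past the limits after normalization, at -0.70 and -0.54. Mir195a, at 0.31, passed the limits only after normalization (0.51), and Mir9-1, at 0.22, did not pass them in either form. The 270 probe sets of these miRNAs hold 268 distinct profiles. Of these, 1 was past the limits and higher, 48 were lower and 219 were neither, and after quantile normalization 9 were higher and 10 lower. Their median of -0.17 was -0.0275 relative to all probe sets (camera, adjusted p = 0.740, and 0.996 with an estimated correlation). Neither class held a member past an adjusted p of 0.05 from limma, over all probe sets or adjusted over the list alone, and at an unadjusted p of 0.05 there were 10 snoRNAs and 56 miRNAs. When the arrays are grouped by the treatment entry in the labels, Snora73a, Scarna8, Mir680-1, Mir680-2 and Mir491 turn the other way.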

The results showed that a large number of ncRNAs are similarly affected on the two (miRNA and gene expression) arrays. For example, the *MBII-52* snoRNA, belonging to *Snrpn-Ube3a*, is upregulated, whereas *MBII-85* and snoRNA genes from the *Dlk1-Dio3* region are downregulated.

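The MBII-85 snoRNAs, which are the Snord116 copies of the Snrpn-Ube3a region, did not separate ethanol-exposed from control brains in the trimester 3 model. The ethanol pools lay on either side of the controls. The profile shared by 18 of the 24 MBII-85 probe sets had log2 signals of 12.83 and 12.87 on the control arrays, 13.14 on ethanol 2 and 12.52 on ethanol 4. Of 4 snoRNA probe sets in the Dlk1-Dio3 region, DQ267101, DQ267102 and AF357341 were lower on both ethanol arrays as deposited, DQ267101 past the study's limits and the other 2 not. After quantile normalization DQ267101 was lower on both, DQ267102 was on neither side, AF357341 and the fourth were higher on both, and none was past the limits.
The 24 MBII-85 probe sets hold 7 distinct profiles, each naming Snord116l1, Snord116l2 and Gm26504 together, so the copies cannot be separated. The difference between ethanol-exposed and control brains ran from -0.09 to 0.06 over the 7 profiles as deposited, and from -0.08 to 0.08 after quantile normalization. None of the 7 was past the limits or past an unadjusted p of 0.05 in limma, and their adjusted p ran from 0.775 to 0.992. In every profile ethanol 2 was above ethanol 4, by 0.16 to 0.62, whereas the control arrays differed by 0.12 at most. The median of the MBII-85 profiles was -0.02 and their mean -0.01. Relative to all probe sets the median was 0.129 higher, and camera's direction was upward (adjusted p = 0.353, and 0.996 with an estimated correlation). This relative value was 0.00163 after quantile normalization, -0.157 without ethanol 2 and 0.423 without ethanol 4 (camera, adjusted p = 3.36e-06 for the last, and 0.984 with an estimated correlation), so its direction rests on single pools.
DQ267101 differed by -0.28 (standard error 0.08, adjusted p = 0.189; n = 2 arrays per group), at log2 signals of 4.60 to 4.92 near the lower end of the arrays. After quantile normalization it was at -0.16 and no longer past the limits. DQ267102, with signals of 11.53 to 11.79, differed by -0.16 (standard error 0.10, adjusted p = 0.403). AF357341 was at -0.04 and the probe set that names both AF357355 and the host transcript Rian at 0.02. After quantile normalization these 3 were at -0.15, 0.08 and 0.12. The 4 had a median of -0.10 and a mean of -0.11, and -0.03 as the median after quantile normalization. Relative to all probe sets the median was 0.046, and camera gave an adjusted p of 0.993 in the upward direction (0.996 with an estimated correlation). None of the 4 passed an adjusted p of 0.05 from limma, over all probe sets or adjusted over the list alone, and 1 passed an unadjusted p of 0.05.
The paper uses these arrays as a second platform whose probes differ from those of the miRNA arrays, and states that many ncRNAs are similarly affected on both. It gives MBII-52 as upregulated and MBII-85 and the Dlk1-Dio3 snoRNAs as downregulated. It does so over arrays of several paradigms, whereas the values above are from the trimester 3 gene arrays alone. From the arrays and its qPCR of mir-679-5p, the paper proposes that long-term changes of ncRNAs after fetal alcohol exposure are small and differ between treatments, apart from that of MBII-52.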

Despite difficulties with confirming gene expression, we were able to validate the results of miRNA arrays of the voluntary consumption model by qPCR. *mir-679-5p*, which is located in the *Dlk1-Dio3* region, showed a 1.45-fold increase (*P*=0.019) in mice that were treated with ethanol during neurodevelopment via maternal voluntary drinking (Fig. 6). The results provide support for the two independent (miRNA and gene expression) array platforms that showed 1.21 (*P*=0.03)- and 1.41 (*P*=0.04)-fold increases, respectively. Ultimately, these results suggest that the long-term changes in ncRNA expression following FAE are subtle and treatment specific, with the exception of *MBII-52*, and must be interpreted with caution given current technological limitations.

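The signals of snoRNA and miRNA probe sets on the trimester 3 gene arrays differed by small amounts between ethanol and control arrays. Over the 386 distinct profiles of 429 snoRNA and miRNA probe sets, the median size of the difference was a log2 of 0.18 as deposited and 0.12 after quantile normalization. After normalization, 95% of them were under 0.39. The largest difference as deposited was that of Mir680-1, at -0.88 (standard error 0.19, adjusted p = 0.171). After normalization it was that of Mir297b, at 0.83, a miRNA of the Sfmbt2 cluster.
The snoRNAs, with 70 distinct profiles, had a median size of 0.16 as deposited and 0.09 after normalization, and the miRNAs, with 316, had 0.19 and 0.12. The median signal was 7.22 for the snoRNA profiles and 5.71 for the miRNA profiles, where array medians ran from 6.33 to 6.61. Of all probe sets with a mean log2 of 5 to 6, 83.7% were lower on the ethanol arrays. At such low signals a small size does not show that the miRNAs changed little. Past the study's limits were 2 snoRNAs that were higher and 8 that were lower, and 2 miRNAs that were higher and 59 that were lower. After quantile normalization 6 snoRNAs were higher and 2 lower, and 14 miRNAs were higher and 12 lower. Counted over both classes, 4 profiles were higher and 14 were lower in both forms of the data. A size of 1.5-fold was reached by 7 profiles as deposited and by 4 after normalization. In the voluntary drinking model the paper gives mir-679-5p as increased by qPCR and on both array platforms. On the trimester 3 gene arrays its gene, Mir679, differed by 0.11 (standard error 0.22, adjusted p = 0.782). The signals of Mir679 were 8.20 on both control arrays, 7.99 on ethanol 2 and 8.62 on ethanol 4. No snoRNA or miRNA passed an adjusted p of 0.05 in limma, where the smallest was 0.161, and 80 of the 386 profiles passed an unadjusted p of 0.05. In simulated data of the same size, the limits found 20 of 50 probe sets changed by 1.2-fold and 48 of 50 changed by 1.5-fold. None of these passed the adjusted p, so 2 arrays per group limit what can be detected. Of unchanged simulated probe sets 4.42% were past the limits, against 20.1% of all probe sets on the arrays. The simulated rates therefore need not hold for these arrays.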

**Fig. 6.**
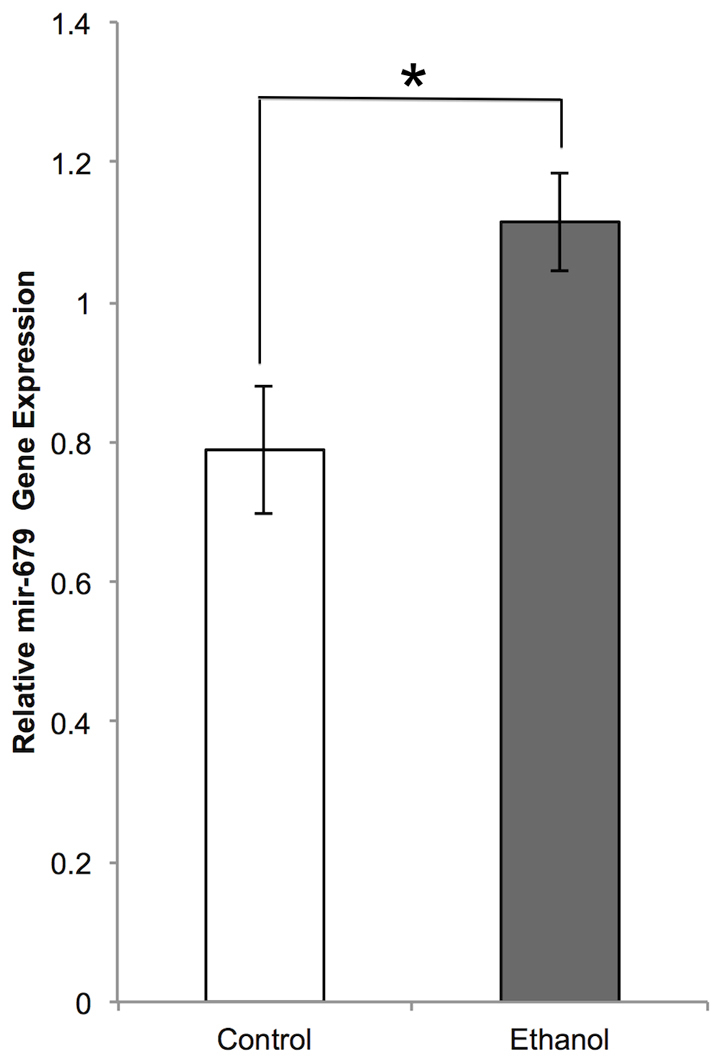
**A bar graph depicting the quantitation of *mmu-mir-679-5p* expression in control and fetal alcohol-exposed (CPD) adult brains.** The *y*-axis depicts the relative mir-679 expression normalized to snoRNA 202, expressed as a mean ± s.e.m. of both biological (*n*=6) and technical (*n*=3) replicates. *P<0.05.

### Bioinformatic investigation of the interactions between epigenome and genome

The third set of experiments in this report examines the correlation between all three array-based assays using bioinformatic tools in order to generate a number of novel hypotheses.

#### Alterations in DNA methylation partially correlate to altered expression in the voluntary consumption model

First, we assessed the observed differential methylation of the promoters in relation to the altered expression of protein-coding transcripts (129) and miRNAs (33) in alcohol-exposed brains and their matched controls. A total of 16% (21/129) of the transcripts and 18% (6/33) of the miRNAs that showed significant (*P*<0.05) differential expression (fold change >±1.2) on the expression arrays also showed significant (*P*=0.01) differential methylation in their promoters (supplementary material Table S2). Furthermore, 50 of ∼100 known imprinted genes in the mouse genome and 28 imprinted miRNAs from the *Dlk1-Dio3* region of chromosome 12 showed changes in methylation following FAE (supplementary material Table S3).

#### Genomic mapping of altered miRNA genes in all models

Finally, we mapped the altered miRNAs from the four exposure paradigms to chromosomal regions on the mouse genome. We also assessed them in relation to the mouse imprinting catalog (http://www.mousebook.org/catalog.php?catalog=imprinting). Interestingly, 8/32 (25%) of identified miRNA transcripts in the voluntary consumption treatment paradigm, 2/24 (8%) in the T1 paradigm, 13/45 (29%) in the T2 paradigm and 13/68 (19%) in the T3 paradigm mapped to three known imprinted regions of the mouse genome. The genomic locations include the *Sfmbt2* region of mouse chromosome 2, the *Snrpn-Ube3a* region of chromosome 7 and the *Dik1-Dio3* region of chromosome 12.

## DISCUSSION

By their very nature the results included in this report offer advantages as well as limitations. Among the limitations are the resolution of molecular observations that are subtle and the complexity of our animal model. Indeed, a lack of statistically significant qPCR results casts reasonable doubts on the expression array results and suggests that some of the results are false positives and that there are a number of variables that must also be considered. First, we note that, although qPCR is the gold standard of confirming gene expression changes, the current technology contains a vital limitation related to experiments of this nature. Specifically, it is not sensitive enough to accurately detect low, but statistically significant, fold changes (<2.0) (Peirson and Butler, 2007; Vikalo et al., 2010) that are typical of the fine-tuning nature of miRNAs (Moazed, 2009). Second, we note that most results followed the same trend, up or down, similar to the array results. Finally, the aforementioned results might also represent the heterogeneous nature of whole brain tissue (Ernst et al., 2007; Soverchia et al., 2005; Sun et al., 2012) and the timing and dosage of FAE. These factors create the potential for a large amount of biological variation within the treatment groups that is not considered in the statistics. Thus, instead of relying on qPCR, our interpretation takes a different approach and is based on our observations from multiple exposure paradigms and multiple independent array technologies. Consequently, we leave the interpretation of these results to the reader by discussing both the strengths and weaknesses of the data sets presented.

However, we note that our results follow those of Wang et al., who also observed an alteration to *mir-10b* in fetal brains exposed to alcohol (Wang et al., 2009). Indeed, the pathways and genes identified in this report do not represent a random sample. Rather, they are significantly enriched for FASD-related endophenotypes. Finally, we also acknowledge that it is not easy to establish a one-to-one relationship between a miRNA and a gene because hundreds of miRNAs can regulate a single gene and a single miRNA can regulate hundreds of genes (Bartel, 2009; Mukherji et al., 2011); thus, our current understanding of the relationship between miRNAs and genes is still in its infancy.

With respect to experimental complexity and interpretation, it is worth noting that the results are on an animal model and not on humans. Also, there are limitations in matching the exact dose of alcohol in the two types of alcohol treatments, maternal preference drinking during pregnancy and injection of pups. Given that the mothers in the voluntary consumption paradigm had continuous (24 hour) access to ethanol and water, we did not assess blood alcohol concentration (BAC), owing to variations in consumption patterns between females and to avoid additional stress to pregnant dams related to blood-taking procedures (Kleiber et al., 2012). Although the precise BACs reached were unknown, pregnant females in this study consumed comparable volumes of alcohol (results not shown) to other continuous consumption models that produced peak blood alcohol concentrations of ∼80–120 mg/dl per day (Middaugh et al., 2003). Furthermore, other maternal consumption models with varying degrees of alcohol access have shown that pregnant B6 females will typically consume enough alcohol to reach pharmacologically significant BACs (Allan et al., 2003; Boehm et al., 2008; Caldwell et al., 2008), representing continuous moderate exposure with daily punctuated peaks high enough to result in significant neurocellular damage (Young and Olney, 2006b). This is also supported by the subtle but consistent behavioral changes we have observed in FAE offspring in our previous studies.

Finally, the data analysis is based on the effects of alcohol exposure at different stages of neurodevelopment rather than acting as an assessment of any dose response. Regardless of the potential for differences in blood alcohol levels achieved within and between the paradigms, the results obtained using these mouse models serve as an effective means to examine the long-term consequences of FAE to the developing brain at distinct time points (Clancy et al., 2001; Rice and Barone, 2000). Indeed, despite the aforementioned limitations, this research still advances the understanding of FASD because previous research into FASD has focused on cell lines, which are not appropriate for epigenetic experimentation, specifically in the case of genomic imprinting (Velker et al., 2012), and prior *in vivo* studies into the epigenetics of FASD have focused on whole embryo tissue (Liu et al., 2009). Ultimately, given these facts, we believe that our observations on adult whole-brain tissue are a substantial contribution to the literature and will help to focus future research into specific brain regions using the biomarkers identified.

### Global changes to DNA methylation and related functional consequences

The results included in this report identify that prenatal alcohol causes significant changes in DNA methylation in the developing brain that lasts to adulthood (Fig. 1). It covers a relatively large number (∼6600) of gene promoters that are related to molecular, functional and phenotypic abnormalities implicated in FASD (Table 1). The most significant network identified (score 65) is that of ‘Behavior, Neurological Disease, and Psychological Disorders’, which has a distinct set of ‘hub genes’. Among the most prominent hub genes affected is *App* (amyloid precursor protein), which is a protein that helps direct the migration of neurons during early development (Priller et al., 2006). Interestingly, these results are backed by the literature (Liu et al., 2009) and argue that the crucial gene hubs (*Akt1*, *Ghr*, *ApoE*, *Ntrk1*) identified here (see Results) have the potential to play a crucial role in the manifestation of FASD-related effects. Such results support the relevance of the observed ethanol-induced gene methylation changes in FASD.

The results at hand also allow us to hypothesize on the potential mechanisms that could underlie the biological consequences. We argue that an alteration in promoter methylation might interfere with transcriptional machinery as demonstrated by the role of differential methylation of the *H19* promoter (Hark et al., 2000). Interestingly, we also identified an identical methylation peak in the *H19* promoter (Fig. 2A) that is involved in CTCF binding and imprinting (Lin et al., 2011). This specific peak has previously been identified as showing significant differential methylation in FASD placental tissue (Haycock and Ramsay, 2009). Logistically, CTCF binds to the *H19/Igf2* ICR in a DNA-methylation-sensitive manner and mediates the insulator activity of the unmethylated maternal ICR by blocking the *Igf2* promoter from engaging enhancers downstream of *H19* that are shared by *H19* and *Igf2* (Fig. 2C) (Hark et al., 2000). The deletion or mutation of the four CTCF-binding sites within the ICR causes a paternalization of the maternal allele, *Igf2* biallelic expression and *H19* repression (Engel et al., 2006).

In addition to the *H19* locus, CTCF binds to DMRs at a number of imprinted loci. One of these is the secondary DMR of *Gtl2* (*Meg3*) (Nowak et al., 2011), which also showed differential methylation at a CTCF-binding site. Given the role of CTCF in these two important genes implicated in FASD, we sought to examine whether other important genes that were affected shared this regulatory motif in their promoters. From the ‘Behavior, Neurological Disease, and Psychological Disorders’ network, 30 significantly differentially methylated peaks were examined for CTCF-binding sites using the CTCFBS prediction tool (Bao et al., 2008). Of these 30 regions, 12 (40%) showed sequences that represented predicted CTCF-binding motifs (Fig. 2A,B). Eight of these promoter regions showed increased methylation and four showed decreased methylation. Among the most prominent hub genes was *App*, which is a protein that helps direct the migration of neurons during early development (Priller et al., 2006). Here, its promoter is unmethylated in the treated mice. Furthermore, the promoters of a set of interacting genes (*Akt1*, *Ghr*, *ApoE*, *Ntrk1*) within this hub are also methylated following FAE. These results on *H19* and *App* follow previous research (Liu et al., 2009). However, our research is the first to expand on such genes and show these changes in adult brain tissue long after FAE. The 12 genes identified were then subjected to a pathway analysis (Fig. 3) using GeneMANIA (Warde-Farley et al., 2010), with the results supporting those of IPA (supplementary material Fig. S1).

### Global and specific changes in ncRNA expression

The results of this report also show that FAE affects ncRNA expression in the adult brain (Fig. 4). It is seen in binge injection models as well as the voluntary maternal consumption model [labeled in Figs 4 and 5 as continuous preference drinking (CPD)]. These results suggest that the long-term changes in miRNA expression are dependent on the treatment paradigm (Fig. 5).

The exception to this pattern is the *MBII-52*-specific snoRNA expression, which is affected regardless of the timing of exposure (supplementary material Table S4). Furthermore, in the case of the voluntary maternal consumption paradigm (and possibly the three binge paradigms), FAE is associated with global changes to DNA methylation. These results expand on our hypothesis that a complex residual ‘footprint’ of FAE exists long after exposure (Kleiber et al., 2012).

A large number of studies suggest that the observed alterations in the brain transcriptome (including the miRNome) that follow FAE have a number of possible explanations. First, neuroscience-based brain-imaging studies suggest that they might reflect the result of selective cell death (apoptosis) that changes the proportions of different cell types in the developing brain (Archibald et al., 2001; Autti-Rämö et al., 2002; Gil-Mohapel et al., 2010; Ikonomidou et al., 2000; Klintsova et al., 2007). The elimination of susceptible cell types would result in an altered cellular composition, leading to a distorted transcriptome (which includes the miRNome) (Kleiber et al., 2011). However, although even low blood-alcohol levels can trigger apoptosis in the developing brain (Young and Olney, 2006a), FASD-related behaviors are commonly observed in individuals with no obvious brain abnormalities (Mattson and Riley, 1998; Spadoni et al., 2007), which suggests that a reduction in brain cell populations probably does not account for all the variation in FASD endophenotypes.

A second explanation, put forth by molecular biologists, is that epigenetic modifications could be directly affected by alcohol, given that alcohol is known to affect the biochemical pathway of one-carbon metabolism, which is involved in establishing and maintaining epigenetic marks (Haycock and Ramsay, 2009). Such modifications might include DNA methylation and ncRNAs, which subsequently affect gene expression, and form the focus of this report.

Third, and perhaps most likely, is that the observed changes could result from some combination of the aforementioned two mechanisms. If the changes in DNA methylation and ncRNAs are involved in alteration of gene expression (Kleiber et al., 2012), they must begin early, at the time of FAE. Such changes will be established early, with the marks being passed on through successive cell divisions and accounting for long-term effects. The results included in this report expand on epigenetic studies carried out by molecular biologists in the past decade (Haycock and Ramsay, 2009; Miranda, 2011), while relying on the fundamentals provided by neuroscientists over the past 40 years (Berman and Hannigan, 2000; Mattson et al., 2011).

### Biological consequences of the observed epigenetic changes

Because we examined gene expression, miRNA expression and DNA methylation in a single treatment paradigm [voluntary maternal consumption (CPD)], we were able to examine for any relationships among these three observations. Interestingly, 34 genes, from the gene expression arrays, showed 104 inverse pairwise relationships with 1–13 (31 total) miRNAs, from the miRNA expression arrays, which were predicted to target them (supplementary material Table S1). Of the 34 genes identified by the miRNA target filter, four (*Pten*, *Nmnat1*, *Slitrk2* and *Otx2*) are of special interest in the context of FASD because of their roles in the brain (Table 3).

The first, *Pten*, was upregulated (1.38-fold change and *P*=2.5E–03) and the three miRNAs (*mir-369-5p*, *mir-25* and *mir-495*) predicted to target it were downregulated, with *mir-369-5p* belonging to the *Dlk1-Dio3* cluster (Fig. 7). Additionally, 57% of the molecules involved in the *Pten* signaling pathway showed significant (*P*=1.9E–06) differential methylation (supplementary material Fig. S3). Pten functions as a lipid phosphatase that counteracts the kinase function of phosphatidylinositol-3-kinase (Pi3k) and suppresses *Akt* activation (Maehama and Dixon, 1998). *Akt*, which showed a gain of methylation at a predicted CTCF-binding site (Fig. 2A), is a major mediator of signaling pathways in response to a large spectrum of extracellular stimuli. Upon its activation in neurons, *Akt* phosphorylates different substrates, which in turn regulate diverse processes of neuronal development, including morphogenesis, dendritic development, synapse formation and synaptic plasticity (Yoshimura et al., 2006), all of which are altered in FASD. Studies in mice, with a targeted inactivation of *Pten* in differentiated neurons, showed abnormal social interaction and exaggerated responses to sensory stimuli (Kwon et al., 2006). Given the integral role of *Pten* in neurodevelopment, it is no surprise that it has been implicated in the developmental basis of many major psychiatric disorders (Kim et al., 2009) and now FASD.

**Fig. 7.**
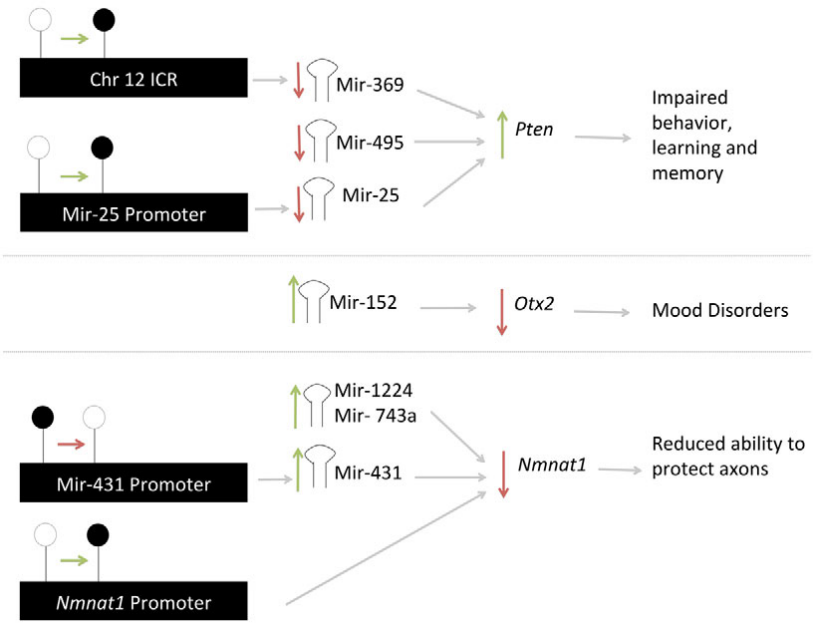
**Summary of select observed epigenetic associations.** White lollipops indicate an absence of DNA cytosine methylation, whereas black lollipops indicate its presence. Green arrows indicate an increase of either methylation or expression, whereas red arrows indicate a decrease.

The second gene of interest is *Nmnat1*, which was downregulated (–1.24-fold change and *P*=0.01), whereas its three predicted target miRNAs (*mir-1224*, *mir-431* and *mir-743a*) were upregulated (Fig. 7). *Nmnat1* protects against axonal degeneration following mechanical or toxic insults by delaying axonal degeneration (Sasaki et al., 2006). More recent results support its role in protection of key brain structures, such as the hippocampus, that are affected in FASD (Verghese et al., 2011). The third gene of interest (*Slitrk2*) was downregulated (–1.20-fold change and *P*=2.15E–04), whereas two of its predicted miRNAs (mir-17* and mir-200a*) were upregulated. Significant expression of *Slitrk2* is detected only in the adult brain (Aruga and Mikoshiba, 2003). Furthermore, *Slitrk2* is uniquely expressed in immature neurons, and has an inhibitory effect on neurite outgrowth. Finally, *Otx2* was downregulated (–1.27-fold change and *P*=0.02) along with one of its predicted miRNAs (*mir-152*) being upregulated (Fig. 7). *Otx2* is expressed in the brain, is involved in mood disorders (Acampora et al., 1995; Sabunciyan et al., 2007) and was identified in our previous study on long-term brain gene expression changes in FASD (Kleiber et al., 2012).

On the basis of these results, we hypothesize that altered expression in a set of crucial genes with potential to contribute to the FASD endophenotypes (Fig. 7) following FAE involves transcriptional (methylation) as well as post-transcriptional (miRNA) regulation. Furthermore, the similarity and variability in the manifestation of FASD could be attributed to the common (*MBII-52*) and different ncRNAs and genes affected as a result of variability in exposure.

### Genomic loci of interest

We have also observed that ∼20% of the ncRNAs affected are encoded by one of the three imprinted regions of the mouse genome: the *Sfmbt2* (murine 2qA1), *Snrpn-Ube3a* (murine 7qC/human 15q11-q13) and *Dlk1-Dio3* (murine 12qF1/human 14q32.2) regions, which also showed differential methylation in a number of regulatory sites (supplementary material Table S5). 

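On the trimester 3 gene arrays alone, 13 of 96 snoRNA and miRNA probe sets of the 3 imprinted regions were past the study's limits, and 59 of 333 elsewhere. Within the Sfmbt2 region, whose host gene encodes a polycomb protein, Mir297b was higher and Mir466 was lower on both ethanol arrays.
The regions held 18.1% of the snoRNA and miRNA probe sets past the limits and 22.4% of those measured (Fisher's exact test, two-sided, p = 0.438; probe sets are not independent). With 1 array left out, the share past the limits lay below that measured, except without ethanol 2, where it lay above. After quantile normalization the regions held 20.6% of those past the limits (same exact test, p = 1). With each array centred on its median they held 42.0% (exact p = 0.000933, where the other alternatives gave p from 0.0680 to 1). Many probe sets of these regions carry the same values, and with each distinct profile counted once the regions held 18.3% of those past the limits and 15.3% of those measured.
Mir297b differed by 0.66 (standard error 0.24, adjusted p = 0.215), with signals of 7.17 and 7.45 on the control arrays and 7.66 and 8.27 on the ethanol arrays. Mir466 differed by -0.55 (standard error 0.12, adjusted p = 0.171) and by -0.36 after quantile normalization. Mir669b and Mir669c, at 0.29 and 0.21, were not past the limits as deposited, and Mir669c passed them after normalization (0.39). The host gene Sfmbt2 was at -0.21 (standard error 0.13, adjusted p = 0.377). The 26 Sfmbt2 miRNA probe sets hold 6 distinct profiles, of which 1 was past the limits and higher and 1 was lower, and after normalization 2 were higher and 1 lower. Their median was 0.14, which is 0.288 above that of all probe sets, and 0.32 after normalization (camera, adjusted p = 0.220, and 0.996 with an estimated correlation). None passed an adjusted p of 0.05 from limma over all probe sets, 1 that was lower passed it adjusted over the list alone, and 2 passed an unadjusted p of 0.05. When the arrays were grouped by the treatment entry in the labels, Mir297b turned to -0.45 and the relative median to -0.198.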

We have recently written an in-depth review on these regions (Laufer and Singh, 2012); however, here we will provide a brief description.

The murine *Sfmbt2* region contains developmentally regulated neuron-specific transcripts and has a large cluster of miRNAs (Kagami et al., 2008). *Snrpn-Ube3a* expresses a neuron-specific polycistronic transcript that includes two clusters of snoRNAs, *HB/MBII-52* and *HB/MBII-85* (supplementary material Table S4) (de los Santos et al., 2000; Le Meur et al., 2005; Runte et al., 2001). The *Dlk1-Dio3* locus expresses over 40 miRNAs contained in two clusters, including a cluster of snoRNAs that contains *SNORD113* and *SNORD114* (supplementary material Table S6) (Seitz et al., 2004). The ncRNAs from *Snrpn-Ube3a* and *Dlk1-Dio3* are expressed in embryo, placenta and in the adult, in which their expression is confined mostly to the brain (Seitz et al., 2004). The *Snrpn-Ube3a* and *Dlk1-Dio3* regions have also been associated with several neurodevelopmental disorders (Leung et al., 2009). Furthermore, all three of the ncRNA clusters are transcribed as a single polycistronic unit (Fiore et al., 2009; Le Meur et al., 2005; Wang et al., 2011) with all transcripts showing similar levels of expression, and differ only as a result of unequal stability (Seitz et al., 2004). This suggests that neurodevelopmental alcohol exposure might alter the regulation of not only individual miRNAs or snoRNAs, but entire clusters of co-regulated ncRNAs. 

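In the Dlk1-Dio3 cluster in the trimester 3 model, the long transcripts Begain and Meg3 were past the study's limits and lower on the ethanol arrays as deposited, as were 10 of 42 miRNA probe sets, among them Mir665, Mir134 and Mir379. Mir667, Mir431 and Mir382 had the highest differences of the 42 (0.19 to 0.21) and were not past the limits as deposited. In the Snrpn-Ube3a region, no long transcript was past the limits as deposited once Snhg11, which the annotation places on chromosome 2, is set aside.
Begain differed by -0.47 (standard error 0.10, adjusted p = 0.171; n = 2 arrays per group) and Meg3, the maternally expressed long ncRNA, by -0.30 (standard error 0.10, adjusted p = 0.203). After quantile normalization both remained past the limits, at -0.32 and -0.29. Dlk1 and Rian, at -0.41 (standard error 0.21, adjusted p = 0.310) and -0.33 (standard error 0.17, adjusted p = 0.307), were not past the limits. Dlk1 had log2 signals of 9.26, 9.12 and 9.07 on control 1, control 3 and ethanol 4, and 8.49 on ethanol 2, the array that was also low in pituitary hormone transcripts. Rian had 8.60, 8.36 and 8.34 on those 3 arrays and 7.96 on ethanol 2. Rtl1 and Dio3, the deiodinase gene at the end of the cluster, were at -0.17 and 0.03. Of the 6 long transcripts, 2 were past the limits and lower and 4 were neither, with a median of -0.31 and of -0.24 after normalization (camera, adjusted p = 0.634, and 0.996 with an estimated correlation). Relative to all probe sets the median was -0.168, and -0.0398 without ethanol 2. None passed an adjusted p of 0.05 from limma over all probe sets, 1 that was lower passed it adjusted over the list alone, and 2 passed an unadjusted p of 0.05.
Of the 42 Dlk1-Dio3 miRNA probe sets, 10 were past the limits and lower as deposited, none was higher and 32 were neither. After quantile normalization 3 were higher and 1 was lower. The one still lower was Mir665, at -0.45, which differed by -0.57 as deposited (standard error 0.12, adjusted p = 0.171). Mir134, at -0.49 (standard error 0.17, adjusted p = 0.213), and Mir379, at -0.40 (standard error 0.09, adjusted p = 0.171), were no longer past the limits, at -0.36 and -0.23. Mir667 and Mir382, at 0.21 and 0.19 as deposited, passed the limits after normalization (0.33 and 0.32), and Mir431, at 0.20, did not pass them in either form. The list had a median of -0.19 and a mean of -0.15, and relative to all probe sets its median was -0.0396, whereas camera's direction was upward (adjusted p = 0.925, and 0.996 with an estimated correlation). None of the 42 passed an adjusted p of 0.05 from limma, over all probe sets or adjusted over the list alone, and 11 passed an unadjusted p of 0.05.
Among the long transcripts listed for the Snrpn-Ube3a region, Atp10a was at 0.10 and passed the limits after quantile normalization (0.29). Mkrn3 and Magel2 were at 0.07 and -0.17 as deposited and not past the limits in either form. With Snhg11 the list of 7 had 2 probe sets past the limits, both of Snhg11 and both lower, 1 of them past an adjusted p of 0.05 when adjusted over the list alone, 2 past an unadjusted p of 0.05 and a median of -0.16 (camera, adjusted p = 0.992, and 0.996 with an estimated correlation). The 5 without it had a median of -0.09, and none was past the limits. When the arrays are grouped by the treatment entry in the labels, Begain, Meg3, Mir665 and Mir379 turn the other way.

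**Figure D1:**
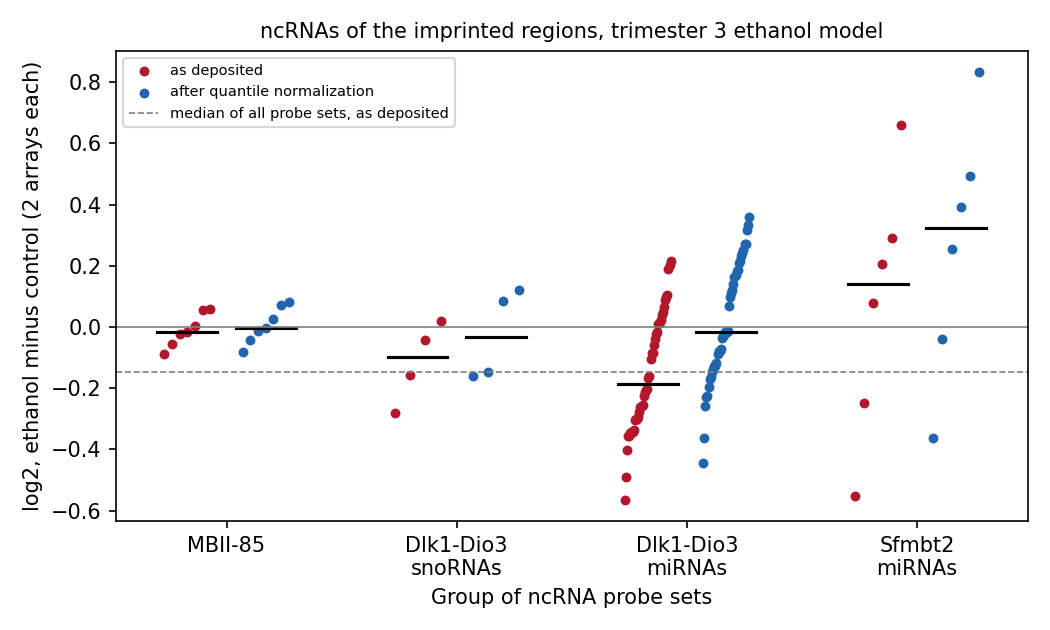
Difference in log2 signal between ethanol-exposed and control arrays (vertical axis, 2 arrays per group) for each distinct profile of 4 groups of ncRNA probe sets (horizontal axis), as deposited in red and after quantile normalization in blue. Black bars are medians and the dashed line is the median of all probe sets as deposited, -0.146; the MBII-85 profiles lie between -0.09 and 0.06 as deposited, and the medians of the other groups sit higher after normalization.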

More importantly, this process could involve differences in DNA methylation. Although we found differential methylation in these regions, specific experiments will be needed to establish their significance. Our methylation array results follow those of Liu et al., who have reported that FAE causes differential methylation in *Ube3a*, which is located in the *Snrpn-Ube3a* region (Liu et al., 2009).

The *Sfmbt2*, *Snrpn-Ube3a* and *Dik1-Dio3* regions are of special interest to FASD because they are also known to affect a range of endophenotypes seen in FASD. These include impaired growth, craniofacial abnormalities, and a range of cognitive and behavioral deficits (May and Gossage, 2001). Maternal disomy of the *Sfmbt2* region results in fetal and placental growth retardation, whereas paternal disomy was shown to result in normal fetal growth and placental overgrowth (Kuzmin et al., 2008). Also, the *Snrpn-Ube3a* locus is involved in the classic sister imprinting disorders Prader-Willi syndrome (OMIM: 176270) and Angelman syndrome (OMIM: 105830), both of which display developmental delay and deficits in cognitive function (Knoll et al., 1989; Wagstaff et al., 1992). Interestingly, *H/MBII-52* and *H/MBII-85*, which we found to show altered expression as a result of FAE, are believed to be key players in these disorders (Cassidy et al., 2000; Ding et al., 2008; Skryabin et al., 2007). Furthermore, overexpression of *MBII-52*, in a paternal duplication mouse model, shows poor social interaction, behavioral inflexibility, abnormal ultrasonic vocalizations, and anxiety (Nakatani et al., 2009). Ultimately, given our observance of upregulated *MBII-52* in all four paradigms examined, the confirmation of results across two independent array technologies, and the strikingly similar endophenotypes associated with alterations to it, we believe that *MBII-52* serves as an ideal candidate for future research into FASD.

Our results also show that the *Snrpn-Ube3a* region is not the only brain-specific imprinted region affected by alcohol exposure during development. Indeed, altering the dosage of the imprinted genes at the *Dlk1-Dio3* region has also been shown to cause a range of endophenotypes, from growth deficiencies and developmental defects in the embryo and placenta, to defects in adult metabolism and brain function (da Rocha et al., 2008). It has also recently been shown in a rat model that FAE alters the expression of *Dio3* in the hippocampus, as well as altering related behaviors and physiology (Dietz et al., 2012; Sittig et al., 2011). In the case of our research, *mir-369-5p*, which is predicted to target *Pten* (both of which were deregulated in this study), also belongs to this imprinted cluster. Given the role of *Pten* in the brain, it comes as no surprise that alterations to the miRNAs in this cluster could have such profound effects in the brain (Fig. 7).

In conclusion, we report selective alterations in DNA methylation and miRNA expression in adults that were exposed to alcohol during neurodevelopment. The results show that the genes affected as a result of neurodevelopmental alcohol exposure are long lasting and do not represent a random sample. They represent genes involved in genomic imprinting and for which alterations of gene expression have been implicated in endophenotypes related to FASDs. Such observations, being reported for the first time in adult brain following FAE, add support to a role for epigenetic alterations in FASD, while also identifying a number of important biomarkers that warrant future research.

## MATERIALS AND METHODS

### Mice

Male and female C57BL/6J (B6) mice were originally obtained from Jackson Laboratories (Bar Harbor, ME) and maintained at the Health Sciences Animal Care Facility at the University of Western Ontario (London, Ontario, Canada). The Animal Use Subcommittee of the University of Western Ontario approved all procedures undertaken on the animals. B6 mice were housed in standard cages at 21–24°C with 40–60% humidity at a 14-hour light/10-hour dark cycle with access to food and water *ad libitum*. Virgin females of ∼8 weeks of age were time-mated and assessed for pregnancy using the presence of vaginal plugs [gestational day (GD) 0]. From conception (GD0) until weaning at postnatal day (PD) 21, the pups were housed in individual cages with their mothers.

### Alcohol treatment

#### Alcohol treatment by injections (trimester 1, trimester 2 and trimester 3)

Pregnant dams were subcutaneously injected with two 2.5 g/kg body weight doses of ethanol in 0.15 M saline (alcohol-treated) spaced 2 hours apart (at 0 hours and 2 hours), or with saline alone (control), at GD8 and GD11 (trimester 1) or GD14 and GD16 (trimester 2) (Ikonomidou et al., 2000). Control and alcohol-treated dams were age- and weight-matched. Given that the third trimester human equivalent occurs postnatally in mice (Dobbing and Sands, 1979), a binge exposure during this neurodevelopmental period was modeled by treating pups directly on PD4 and PD7 via subcutaneous injection (trimester 3). In this model, pups from one litter were matched across treatment groups for sex and weight to control for litter effects. Injections represented two doses of 2.5 g/kg body weight spaced 2 hours apart with matched controls receiving 0.15 M saline. All resulting offspring were weaned on PD21 and housed in cages with two to four same-sex littermates.

#### Alcohol exposure by CPD

Pregnant females were placed in individual cages, given free access to 10% ethanol and water for 2 weeks to establish a stable drinking pattern, then time-mated and provided both ethanol and water from GD0 to PD10 as described previously (Kleiber et al., 2011). Control dams had access to water only. Voluntary maternal alcohol consumption was measured daily from GD0 to PD10, and females drinking less than 2 ml of alcohol per day were excluded from the study. Resulting pups, both alcohol-exposed and matched controls, were weaned at PD21 and housed in same-sex colony cages of two to four mice.

### Tissue collections and nucleic acid isolation

Alcohol-treated and matched control adult males (PD70) resulting from the four treatment paradigms (*n*=12 per paradigm with six alcohol-exposed and six matched controls) were sacrificed using CO_2_ and cervical dislocation. Whole brains were extracted, snap frozen in liquid nitrogen, and stored at −80°C until RNA and DNA isolation. Whole-brain total RNA was isolated from frozen tissues using TRIzol® Reagent (Invitrogen, Carlsbad, CA), purified using the RNeasy® Mini Kit (QIAGEN, Valencia, CA), and quantified using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific Inc., Wilmington, DE). Total RNA quality was assessed using the Agilent 2001 Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA). Further, whole brain DNA was isolated from the interphase layer of TRIzol using sodium citrate, followed by ethanol precipitation and purification using the QIAamp® DNA Micro Kit (QIAGEN, Valencia, CA). DNA was then quantified using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific Inc., Wilmington, DE) and all samples had OD_260_/OD_280_ nm ratios of 1.8–2.0 and OD_260_/OD_230_ nm ratios of 2.0–2.4.

### miRNA expression analysis

Equal amounts of total RNA from non-littermate males (three for the injection models and two for the CPD model) were pooled per biological replicate to reduce litter effects, with no litter contributing more than one individual. Two biological replicates (arrays) were used for each injection model, and three for the voluntary maternal drinking (CPD) model. All sample labeling, hybridization and GeneChip processing was performed at the London Regional Genomics Centre (Robarts Research Institute, London, Ontario, Canada). Briefly, 1 μg total RNA from each treatment paradigm was labeled using the Flash Tag Biotin HSR kit (Genisphere, Hatfield, PA) and hybridized to Affymetrix miRNA 2.0 arrays for 16 hours at 45°C. Probe level (.CEL file) data was generated using Affymetrix Command Console v1.1. Probes were summarized to gene level data in Partek Genomics Suite v6.6 (Partek Inc., St Louis, MO) by using the RMA algorithm (Irizarry et al., 2003). Partek software was used to determine differences between control and ethanol-treated samples using one-way ANOVA and corresponding *P*-values and fold changes. For each treatment model, the miRNAs present on this array were filtered using stringency criteria of 1.2-fold change (*P*=0.05). The selected miRNAs were subjected to a hierarchical clustering analysis by using Euclidean distance and average linkage to assess consistency in ethanol response between the arrays of different treatment paradigms. Furthermore, the chromosomal locations for all miRNAs were determined by using miRBase and Ensembl (Flicek et al., 2011; Kozomara and Griffiths-Jones, 2011). The miRNA expression array results for all treatment protocols were deposited within the NCBI Gene Expression Omnibus (GEO) database under accession GSE34413.

### Expression array hybridization

Single-stranded complementary DNA (sscDNA) was prepared from 200 ng of total RNA as per the Ambion WT Expression Kit for Affymetrix GeneChip Whole Transcript WT Expression Arrays (Applied Biosystems, Carlsbad, CA) and the Affymetrix GeneChip WT Terminal Labeling kit and Hybridization User Manual (Affymetrix, Santa Clara, CA). Total RNA was first converted to complementary DNA (cDNA) and followed by *in vitro* transcription to make cRNA. Subsequently, 5.5 μg of sscDNA was synthesized, end-labeled and hybridized for 16 hours at 45°C to Mouse Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA). GeneChip Fluidics Station 450 performed all liquid handling steps, and GeneChips were scanned with the GeneChip Scanner 3000 7G using the Command Console v1.1 (Affymetrix, Santa Clara, CA). All hybridizations were performed by the London Regional Genomics Center at the Robarts Research Institute, University of Western Ontario. Probe level (.CEL file) data were generated using the Affymetrix Command Console v1.1. Probes were summarized to gene level data in Partek Genomics Suite v6.5 (Partek Inc., St Louis, MO) by quantile normalization using the RMA algorithm adjusted for GC content (Irizarry et al., 2003) and log_2_-transformed. Partek software was used to determine gene level ANOVA *P*-values and fold changes using a Chi-square test. 

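In the trimester 3 model, far more probe sets were lower than higher on the ethanol arrays at the study's limits as deposited. After quantile normalization about as many were lower as higher. The counts over all probe sets include those that name no gene. Among probe sets that name 1 gene, have a mean log2 signal of 6 or more and were past the limits, the largest differences included those of Prp2, Nsfl1c and Nmbr, the receptor for neuromedin B, which were higher, and Trdn, Rps9, a ribosomal protein gene, and Macrod2, which were lower. For most of the named genes with further probe sets, none of these was past the limits in the same direction.
As deposited, 794 probe sets were past the limits and higher and 6369 were lower, and 7876 of the 35556 passed an unadjusted p of 0.05. After quantile normalization 2030 were higher and 2086 were lower, and 792 were higher and 2084 lower in both forms. With each array centred on its median, 3231 were higher and 1392 were lower, and with the methods' test per probe set in place of limma's, 272 were higher and 2882 were lower. When the arrays were grouped by the treatment entry in the labels, 326 were higher and 244 were lower, and Prp2, Ptbp1, Glul, 4932438A13Rik, Wnk3, Qser1, Naa60, Macrod2, Gm5592, Rps9, Hmgn2, Iltifb, Ccdc174, Fut11, Phxr4, Snhg11, Mir297b and Mir680-1 turned the other way. Without control 1 there were 3485 lower, and without ethanol 2 there were 3499. In limma 1 probe set, with no gene name, was higher at an adjusted p of 0.05 and 0 were lower, and after quantile normalization 2 were higher and 0 were lower, where 4845 passed an unadjusted p of 0.05.
Prp2 differed by 1.81 (standard error 0.21, adjusted p = 0.144), from 6.82 and 6.46 on the control arrays to 8.22 and 8.68 on the ethanol arrays. Nsfl1c, which encodes a cofactor of the p97 ATPase, differed by 1.06 (standard error 0.13, adjusted p = 0.144), and its other probe set by -0.05. Nmbr and the kinase gene Wnk3 both differed by 0.71 (standard errors 0.09 and 0.11, adjusted p = 0.144 and 0.156). Ptbp1, a regulator of splicing, was at 1.07 and its other probe set at 0.13. Glul, which encodes glutamine synthetase, was at 1.03 (standard error 0.36, adjusted p = 0.213), with 11.47 and 12.54 on the control arrays and 13.06 and 13.01 on the ethanol arrays, and its other probe set was at 0.05. Gm10785, Usp1, 4932438A13Rik, Qser1 and Naa60 were at 1.25, 1.06, 0.89, 0.66 and 0.64, and the miRNA Mir297b completes the 12 largest in this direction.
Trdn, which encodes triadin, differed by -1.38 (standard error 0.12, adjusted p = 0.120), while none of its 18 other probe sets was past the limits and lower. Trdn probe set 10362422 went the other way, at 0.60 and not past the limits as deposited. After quantile normalization it was past them and higher, at 0.78. Macrod2, an ADP-ribose hydrolase gene, was at -1.27 (standard error 0.33, adjusted p = 0.175), and 3 of its 5 other probe sets were past the limits and lower too as deposited, and none of the 3 after quantile normalization (-0.13, -0.18 and -0.29). The Macrod2 probe set at -1.27 had signals of 10.52 and 10.12 on the control arrays, 9.49 on ethanol 2 and 8.60 on ethanol 4. Its difference is smaller without ethanol 4. Rps9 was at -0.96 (standard error 0.10, adjusted p = 0.133) and its other probe set at -0.26. Hmgn2, which encodes a nucleosome-binding protein, was at -0.94, with 4 other probe sets between -0.14 and -0.08. Dpp6, a subunit of potassium channels, was at -0.85 and its other probe set at -0.17. Snhg11 had its probe sets at -0.84 and -0.26, both past the limits. Gm5592, Iltifb, Ccdc174, Fut11 and Phxr4 were at -1.05, -0.93, -0.92, -0.91 and -0.90, and Fut11 was not past the limits after quantile normalization (-0.73). Fut11 had signals of 7.62 and 7.44 on the control arrays, 7.04 on ethanol 2 and 6.20 on ethanol 4. Phxr4 had 7.58 on control 1, 6.85 on control 3, and 6.33 and 6.29 on the ethanol arrays. The difference of Fut11 is smaller without ethanol 4, and that of Phxr4 without control 1. Mir680-1 was the other of the 12 largest in this direction. Of the 12 named genes with further probe sets, 3 had another past the limits in the same direction as deposited, and 0 after quantile normalization (0 at an unadjusted p of 0.05 in limma). These genes were drawn from 2549 probe sets that name 1 gene, had a mean log2 signal of 6 or more and were past the limits with the groups apart, of which 109 were higher and 2440 lower. The groups were apart in 60.0% of all probe sets as deposited, most of them lower, and in 48.9% after quantile normalization. Chance gives 33.3% for a single probe set, but the probe sets share the same 4 arrays and their difference in brightness.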

All arrays were analyzed by using a 1.2-fold cut-off with a significance threshold of *P*=0.05. The gene expression array results for the trimester 1, trimester 3 and CPD protocols were deposited within the NCBI GEO database under accessions GSE34469, GSE34549 and GSE34305, respectively (trimester 2 gene expression data was not available).

### Quantitative PCR validation of *mir-679-5p*

cDNA was reverse transcribed from 1 μg of RNA from the voluntary maternal consumption paradigm (*n*=6) and matched controls (*n*=6) using the Applied Biosystems TaqMan™ MicroRNA Reverse Transcription Kit (Foster City, CA) and sequence-specific stem-loop reverse transcription primers from TaqMan™ MicroRNA Assays (Foster City, CA) according to the manufacturer’s protocol. All qPCR primers and miRNA-specific TaqMan™ probes were selected by using the Applied Biosystems (Carlsbad, CA) search engine to identify previously characterized TaqMan™ MicroRNA Assays. snoRNA 202 was chosen as an endogenous control (Gao et al., 2010). The target and control reactions were run in separate tubes on the same plate for each sample as per the manufacturer’s protocol. Three technical replicates were averaged for both the endogenous control and gene of interest for each sample. qPCR reactions were performed on the Applied Biosystems StepOne™ Real-Time PCR System 2.0 according to the manufacturer’s protocol. Fold change was calculated using the ΔΔCt method (Schmittgen and Livak, 2008) and statistically analyzed using Applied Biosystems DataAssist™ Software v3.0. Statistical significance was assessed by an unpaired Student’s *t*-test.

### miRNA target filter and pathway analysis

Data from the voluntary maternal consumption paradigm was analyzed through the use of Ingenuity® microRNA target filter [Ingenuity® Systems (www.ingenuity.com)] to generate lists of interactions between genes and miRNAs of interest. Results were filtered based on a moderate or high confidence of interaction (Lewis et al., 2005; Vergoulis et al., 2012), brain specificity, and an inverse miRNA to target mRNA expression relationship. The identified genes were then subjected to Ingenuity® Pathway Analysis.

### Assessing DNA methylation by MeDIP-chip analysis

Equal amounts of brain DNA from two non-littermate males from the voluntary maternal consumption paradigm were pooled per biological replicate (*n*=*3*) to reduce litter effects. All methylated DNA immunoprecipitation (MeDIP), sample labeling, hybridization and processing was performed at the Arraystar Inc. (Rockville, MD). Briefly, genomic DNA was sonicated to 200- to 1000-bp fragments followed by immunoprecipitation of methylated DNA using Biomag™ magnetic beads coupled to mouse monoclonal antibody against 5-methylcytidine. The immunoprecipitated DNA was eluted and purified by phenol chloroform and ethanol precipitation. The total input and immunoprecipitated DNA were labeled with Cy3- and Cy5-labeled random 9-mers, respectively, and hybridized to NimbleGen MM9 DNA Meth 2.1M Deluxe array (Roche NimbleGen Inc., Madison, WI). This array is a single array design that contains CpG islands (MM9) annotated by the UCSC Genome Bioinformatics database (http://genome.ucsc.edu) and RefSeq promoter regions (from about −8.2 kb to +3 kb relative to the transcription start sites) with a coverage of ∼2,100,000 probes. Scanning was performed with the Axon GenePix 4000B microarray scanner.

Raw data on three arrays was extracted as pair files by NimbleScan software (Roche NimbleGen Inc.). Median-centering quantile normalization and linear smoothing by Bioconductor packages Ringo, limma and MEDME was performed. From the normalized log_2_-ratio data, a sliding-window peak-finding algorithm provided by NimbleScan v2.5 (Roche NimbleGen Inc.) was applied to find the enriched peaks with specified parameters (sliding window width: 750 bp; mini probes per peak: 2; *P*-value minimum cut-off: 2; maximum spacing between nearby probes within peak: 500 bp). The identified peaks were mapped to genomic features: transcripts and CpG Islands. The MA plots and box-plots were applied to assess the quality of raw data and effect of normalization. A correlation matrix was used to describe correlation among replicate experiments.

To compare differentially enriched regions between ethanol-exposed (E) and matched control (C) mice, the log_2_-ratio values were averaged and then used to calculate the M′ value [M′=Average(log_2_ MeDIPE/InputE) – Average(log_2_ MeDIPC/InputC)] for each probe. NimbleScan sliding-window peak-finding algorithm was run on this data to find the differential enrichment peaks (DEPs). The differential enrichment peaks, called by the NimbleScan algorithm, were filtered according to the following criteria: (i) at least one of the two groups had the median value of log_2_ MeDIP/Input ≥0.3 and a median value of M′ >0 within each peak region; (ii) at least half of the probes in a peak had the median value of coefficient of variability (CV) ≤0.8 in both groups within each peak region.

Using an R script program, a hierarchical clustering analysis was completed. The probe data matrix was obtained by using PeakScores from DMRs selected by DEP analysis. ‘PeakScore’ is a measure calculated from the *P*-values of the probes within the peak and reflects the significance of the enrichment. This analysis used a ‘PeakScore’ ≥2 to define the DEPs by using the NimbleScan sliding-window peak-finding algorithm. The peak score is a –log_10_ transformed *P*-value, which is the average of the *P*-values for all probes within the peak. Therefore, a ‘PeakScore’ ≥2 means the average *P*-value was ≤0.01.

All the annotated peaks from the result of DEP analysis were extracted and combined for peak filtering. The filtering criteria are set as ‘peaks within BOTH top 20% PeakScore AND top 20% PeakDMValue’. A heat map was plotted based on the log_2_ ratio of probes within the filtered peak regions of each sample and was generated by TMeV4.6.

### Promoterome, pathway and CTCF analysis

The top gene promoters identified from the DNA methylation arrays were then subjected to Ingenuity Pathway Analysis. Given the role of the top affected genes, we sought to examine the global trend. The genes corresponding to all previously identified significantly affected promoters were subjected to an ingenuity core analysis. The Ingenuity Knowledge Base (genes only) was used to examine for direct and indirect relationships. Results were filtered to consider only molecules and/or relationships specific to species (mouse) and tissues (nervous system). From the identified ‘Behavior, Neurological Disease, and Psychological Disorders’ network, 30 significantly differentially methylated peaks belonging to different regions of the promoters of major nodes were examined for CTCF-binding sites using the CTCFBS prediction tool (Bao et al., 2008). The genes identified as having CTCF-binding sites were then subjected to a pathway analysis using GeneMANIA (Warde-Farley et al., 2010).

## Supplementary Material

Supplementary Material

# Supplementary material for: Long-lasting alterations to DNA methylation and ncRNAs could underlie the effects of fetal alcohol exposure in mice
**Source:** Dis Model Mech. 2013 Apr 10;6(4):977–92. doi: 10.1242/dmm.010975
**Supplement:** Supplementary Material

Long-lasting alterations to DNA methylation and ncRNAs could underlie the effects of fetal alcohol exposure in mice — Long-lasting alterations to DNA methylation and ncRNAs could underlie the effects of fetal alcohol exposure in mice — Supplementary Material 

# Long-lasting alterations to DNA methylation and ncRNAs could underlie the effects of fetal alcohol exposure in mice

## DMM010975 Supplementary Material

**Files in this Data Supplement:**

- **Supplementary Material PDF**

How the deposited data were processed for this re-analysis (not part of the article)

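The files hold 4 Affymetrix Mouse Gene 1.0 ST arrays of the trimester 3 injection model, 2 from ethanol-exposed and 2 from control mice, each with RNA pooled from the whole brains of 3 males. The authors scanned the arrays with Command Console, summarized the probes to gene level in Partek Genomics Suite by the RMA algorithm with quantile normalization and an adjustment for GC content, and deposited the result as log2 values. The methods and the submitters' notes name different versions of Partek Genomics Suite, of which the notes give 6.6. The deposited values were tested for missing cells and range, and the medians of the 4 arrays were found to differ, so the quantiles of the deposited table are not equal. Values were used as deposited, and again after quantile normalization of the 4 arrays. As these are arrays, there is no count of molecules, and the number of arrays limits the precision.

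Arrays were grouped by title and source name, which give the same group for all 4. The treatment entry in the labels names the other group for control 1 and ethanol 4, and a grouping by that entry was run as an alternative. Ages and weaning days in the labels differ from those in the methods and were not used in any test. The labels say that ethanol-exposed and control mice came from the same litters without saying which pools match, so no pairing was assumed, and both possible pairings were run as a replicate block.

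Gene symbols come from the annotation of the array platform. Of 21797 probe sets with 1 symbol, 21698 were matched by Entrez ID to a table of mouse genes, and 0 symbols changed. The annotation names no genome build, so no coordinates are given. No probe set is named for MBII-52, and MBII-52 was not analysed here. Several genes that the paper discusses have no probe set naming them alone and were not analysed here as single genes, but the lists of the imprinted regions include probe sets that name several genes, such as Snurf with Snrpn, Mirg with Mir410 and the MBII-85 probe sets.

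Each probe set was fitted with limma (version 3.58.1, in R 4.3.3), with the spread shared between probe sets (2 residual and 2.57 prior degrees of freedom). P-values were adjusted by the Benjamini-Hochberg method over all 35556 probe sets. The study's limits, 1.2-fold and an unadjusted p of 0.05, were used for the counts, and no filter on dim probe sets was applied. The paper's methods name a gene-level ANOVA, and its test per probe set was run as an alternative. Lists of genes were tested with camera with a preset correlation of 0.01 between members and adjusted over the 45 lists with members on the arrays, and again with an estimated correlation, and with fry. Probe sets with identical values on all arrays were counted once in a list. The share of ncRNA probe sets in the 3 imprinted regions was tested with Fisher's exact test.

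The groups, tests, lists, named-gene rule and alternatives were set before the data were examined, except where a choice is said to be later. The lists cover the snoRNAs, miRNAs and long transcripts of the imprinted regions, other snoRNAs and miRNAs, and 37 further lists of cell type markers, brain regions, receptors, pathways and genes that the paper names, which take for each gene the probe set with the highest mean signal among those naming it alone. Named genes are the MBII-85 probe sets, the 3 highest and 3 lowest members of each ncRNA or region list, every gene and miRNA that the paper names and the arrays measure, and the 12 largest differences in each direction among probe sets that name 1 gene, have a mean log2 of 6 or more, are past the limits and have the groups apart. The rule also takes the 3 members with the smallest p of each further list. After results were seen, this part was narrowed to lists with 3 or more members past the limits or past camera, and Gh, Prl, Cga and Pomc were added. The members of 1 such list are not used here.

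The alternatives were the grouping by the treatment entry, the pair of arrays on which all labels agree, arrays centred on their medians, a second quantile normalization, a minimum mean log2 of 5, an intensity trend in limma, the methods' test, each array left out in turn, both replicate blocks, probe sets naming 1 gene, a 1.5-fold limit and an estimated correlation. Counts over distinct profiles, the remaining division of the arrays into pairs, both other groupings after quantile normalization, and the Snrpn-Ube3a list without Snhg11 were added after the data were seen. With an array left out, the lone array of its group is assumed to vary like those of the other group. The procedure was tested on simulated data of the same size with 50 probe sets changed at each of 4 folds. Of the 50, the limits found 20 at 1.2-fold, 48 at 1.5-fold, 50 at 2-fold and 50 at 4-fold, and the adjusted p found 0, 0, 0 and 33. Among unchanged probe sets 4.42% were past the limits. On the deposited arrays 20.1% of all probe sets were, so the simulated rates need not hold there. Camera called 10 of 10 simulated lists shifted by 0.3 and 0 of 10 without a shift. The miRNA arrays, the methylation arrays, the qPCR and the gene arrays of the other paradigms were not used here.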

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

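Both tests of array brightness, and the comparison of single pairs of arrays for the unnamed probe sets, were chosen only after the results were seen.

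Probe sets with no gene name, which the paper does not discuss, held the largest differences on the trimester 3 arrays. Of these 12146 probe sets, 36 differed by 4-fold or more, 25 higher and 11 lower on the ethanol arrays, and 30 of them were past the study's limits. Of the probe sets naming 1 gene only those of Gh and Prl differed by 4-fold, and neither was past the limits. Probe set 10340757 rose by a log2 of 4.17 (standard error 0.11, adjusted p = 0.0263 from limma), and by 4.30 after quantile normalization (adjusted p = 0.0110), but no probe set passed the adjusted p when any 1 array was left out (4360 to 7314 passed an unadjusted p of 0.05). With the arrays paired in a replicate block no probe set passed it either. The smallest adjusted p from limma was 0.0897 with control 1 paired with ethanol 2, and 0.251 with ethanol 4. Probe set 10343447 was at 3.76 (adjusted p = 0.139), 10341672 at -3.52 (adjusted p = 0.0990) and 10339361 at -2.50 (adjusted p = 0.0943). A profile shared by 50 unnamed probe sets was at 0.41 (adjusted p = 0.175) and one shared by 23 was at 0.71 (adjusted p = 0.144), both past the study's limits, and one shared by 33 was at 0.30 (adjusted p = 0.248), not past them. Unnamed probe sets made up 665 of the 794 probe sets past the limits and higher, and 2558 of the 6369 that were lower.

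After quantile normalization, 4-fold differences among the unnamed probe sets were 0.365 times as frequent within groups as between them, which is under the limit of 0.5 set beforehand as evidence against noise between arrays. The ethanol arrays had 6 such probe sets and pairs from different groups 58 to 128. The control arrays nonetheless had 58, as many as control 3 and ethanol 2, so the 2 pairs within groups disagree, the ratio does not exceed the spread between pairs and noise stays open for them. A change with ethanol exposure was to give at least 2 times as many past the limits and 4-fold apart in the grouping by title as in either other division of the arrays, and gave 35 against 3 and 1, or 11.7 times. The 4-fold differences were first seen in that same grouping and the count of 30 as deposited was known when the test was set, so this ratio largely restates them and decides nothing. A change with ethanol exposure, any other difference between the pools and the contradictory treatment entries all remain open. The annotation does not say what these probe sets detect, MBII-52 copies included. It does not show that they detect brain transcripts at all.

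Most probe sets were lower on the ethanol arrays as deposited, which the paper does not report. Of the dimmest 1% of probe sets, which report mostly background, 76.1% were lower on the ethanol arrays, which is consistent with a difference in overall brightness that remained in the deposited values. Lower expression of most transcripts in ethanol-exposed brains cannot be told apart from it, because brightness goes with the groups: the brighter ethanol array had a median 0.138 under that of the dimmer control array (ethanol minus control, -0.138). That test replaced one on the dimmest probe sets after its value was seen, since signals near background exclude nothing.

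Further results in genes outside those that the paper discusses are given as values. Trdn was lower by limma at an adjusted p of 0.0482 among probe sets naming 1 gene (log2 -1.38). Its 19 probe sets had a median of -0.10 as deposited and of 0.07 after quantile normalization. The list of olfactory bulb genes was 0.160 above all probe sets (camera, adjusted p = 0.0471, from 0.00509 to 0.650 over the alternatives, and 0.996 with an estimated correlation), with Cdhr1 at 0.38 past the limits, Th at 0.47 not past them and Eomes at -0.42 past them and lower, and the call was kept without control 3, among probe sets naming 1 gene and with control 1 paired with ethanol 2 in a block, and was lost in all other alternatives with a list test, among them quantile normalization (adjusted p = 0.121), median-centred arrays (0.152), the other block (0.0531), and without control 1 (0.650), ethanol 2 (0.0635) or ethanol 4 (0.172). The list of GABA-A receptor subunits was 0.164 above all probe sets (camera, adjusted p = 0.0471, from 0.00509 to 0.764 over the alternatives, and 0.996 with an estimated correlation), with Gabra6 at 0.51 past the limits and Gabra2 and Gabra4 at -0.27 and 0.17 not past them, and the call was kept without ethanol 4 and among probe sets naming 1 gene, and was lost in all other alternatives with a list test, among them quantile normalization (adjusted p = 0.239), median-centred arrays (0.152), the blocks that pair control 1 with ethanol 2 (0.0722) and ethanol 4 (0.0531), and without control 1 (0.239), ethanol 2 (0.288) or control 3 (0.204).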

How the results depend on the processing

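Counts over distinct profiles, the division of the arrays by whether their labels agree, the groupings after quantile normalization and the list without Snhg11 were added after the data were seen. With 2 arrays per group, and with most ncRNAs at a low signal over background, small differences are not resolved. The 114 named genes, 68 past the limits (16 higher, 52 lower), were compared in each alternative. A gene past the limits as reported or in the alternative turned direction only in the grouping by the treatment entry, which turned 44, and for Prl without ethanol 2. The side of the limits, and the direction where past them, held for 83 of 114 after quantile normalization, 66 with median-centred arrays, 82 with the methods' test, 113 with an intensity trend, 105 with either replicate block, 107 among probe sets naming 1 gene, 106 of 106 with a mean log2 of at least 5, and 89, 84, 96 and 83 without control 1, ethanol 2, control 3 and ethanol 4. On the arrays whose labels all agree, 57 of 114 moved by more than the spread. Past the limits in both the deposited and the quantile-normalized values were 46. Where values changed, the cause was not tested. Among probe sets naming 1 gene, the spread that limma shares was estimated again from those probe sets alone.

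Counts past the limits, higher and lower, were 794 and 6369. They were 326 and 244 with the treatment entry, 3231 and 1392 with median-centred arrays, 2030 and 2086 after quantile normalization, 272 and 2882 with the methods' test, 372 and 113 with the division by agreement of labels, 500 and 482 with the treatment entry after quantile normalization, 374 and 293 with the division by agreement after quantile normalization, and 405 and 1289 at 1.5-fold. Among probe sets naming 1 gene 173 were higher and 4373 lower. With control 1 paired with ethanol 2 in a replicate block they were 977 and 6038, and with ethanol 4, 831 and 5932. Leaving out 1 array gave 713 to 969 higher and 3485 to 6458 lower, with 3485 without control 1 and 3499 without ethanol 2. Past an adjusted p of 0.05 were 1 higher and 0 lower, 2 higher with median-centred arrays or after quantile normalization, 0 higher with the treatment entry, the methods' test, either replicate block, the division by agreement, both groupings after quantile normalization, probe sets naming 1 gene, or any array left out (0 to 0), and 1 lower with the methods' test or among probe sets naming 1 gene. At an unadjusted p of 0.05 limma gave 570 with the treatment entry, 5299 by the methods' test, 7015 and 6763 with the blocks, 485 with the division by agreement, 997 and 670 for both groupings after quantile normalization, 6117 among probe sets naming 1 gene, and 4360 to 7314 with an array left out.

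Relative to all probe sets, MBII-85 (0.129) was at 0.164 with the treatment entry (camera, adjusted p = 0.0237, and 0.998 with an estimated correlation), 0.00163 after quantile normalization and from -0.157 (without ethanol 2) to 0.423 (without ethanol 4; camera, adjusted p = 3.36e-06, and 0.984 with an estimated correlation) with an array left out. Dlk1-Dio3 long transcripts (-0.168) were at -0.00699 with the treatment entry and from -0.241 to -0.0398 (without ethanol 2) with an array left out. Dlk1-Dio3 snoRNAs (0.0462) were at -0.00944 with the treatment entry, -0.0267 after quantile normalization and -0.0163 among probe sets naming 1 gene. Dlk1-Dio3 miRNAs (-0.0396) were at 0.00451 with the treatment entry and from -0.0907 to 0.0264 with an array left out. Snrpn-Ube3a long transcripts (-0.0129) were at 0.0540 without Snhg11 and from -0.0444 to 0.0217 with an array left out. Sfmbt2 miRNAs (0.288) were at -0.198 with the treatment entry, 0.388 among probe sets naming 1 gene (camera, adjusted p = 0.0471, and 0.982 with an estimated correlation) and 0.0983 on the arrays whose labels agree. Other snoRNAs (0.00615) were at -0.0270 with the treatment entry, -0.00208 after quantile normalization, -0.00204 among probe sets naming 1 gene, -0.0645 on the arrays whose labels agree and from -0.0377 to 0.0196 with an array left out, and other miRNAs (-0.0275) from -0.0516 to 0.0195. The share in the regions (18.1%) was 42.0% with median-centred arrays, 0% with the treatment entry (0 of 3), 16.8% among probe sets naming 1 gene (12.7% of those measured), 18.3% over distinct profiles and from 12.5% to 27.8% with an array left out. Further lists past camera (2) were 0 with the treatment entry, median-centred arrays, quantile normalization, a mean log2 of at least 5, an intensity trend and an estimated correlation, 1 with each replicate block, and from 0 to 3 with an array left out. With the treatment entry after quantile normalization, the share in the regions was 39.1% in place of 0% (9 in the regions and 14 elsewhere, Fisher's exact test, p = 0.0680). The methods' test and the arrays whose labels agree give no list test, and no MBII-85 probe set names 1 gene.

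With the treatment entry, the genes that turned were Mir665 (0.20), Mir379 (0.0360), Begain (0.0789), Snhg11 (0.32), Mir297b (-0.45), Snora73a (0.24), Scarna8 (0.17), Mir680-1 (0.23), Mir680-2 (0.24), Mir491 (0.26), Nmnat1 (0.00933), Meg3 (0.0993), Prp2 (-0.0486), Ptbp1 (-0.12), Glul (-0.51), 4932438A13Rik (-0.0210), Wnk3 (-0.0676), Qser1 (-0.0239), Naa60 (-0.22), Macrod2 (0.65), Gm5592 (0.52), Rps9 (0.0976), Hmgn2 (0.16), Iltifb (0.13), Ccdc174 (0.26), Fut11 (0.51), Phxr4 (0.39), Cdhr1 (-0.14), Tsc22d3 (0.0128), Hspa1a (0.0329), Hsph1 (0.0230), Grin2d (0.11), Grid1 (0.0265), Htr7 (0.0532), Kcna2 (0.0381), Sv2c (0.0645), Shank1 (0.0862), Stx1a (0.0520), Tyms (0.0335), Mtr (0.15), Gnmt (0.0455), Airn (0.34), Rpl19 (0.0200) and Rps18 (0.0249). With an array left out, Prl ran from -5.10 to 0.44.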

Differences from the paper's values

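No test in this part was chosen only after its result was seen, but counts over distinct profiles, used here for MBII-85, were added after the data were seen. The paper states that about 20% of the ncRNAs affected are encoded by the 3 imprinted regions, over its paradigms and arrays. Its share for the miRNAs of the trimester 3 paradigm alone is just under that. The comparison here is with the pooled value. On the trimester 3 gene arrays the share was 18.1% as deposited, and it differed from the paper's by more than 1.5 times in 3 alternatives set before the data were examined: 42.0% with median-centred arrays, 12.5% without control 1 and 0% with the grouping by the treatment entry (0 of 3). The paper gives the MBII-85 snoRNAs as downregulated on its arrays, which cover several paradigms. On the trimester 3 gene arrays 0 of 7 distinct MBII-85 profiles were past the study's limits in limma, 0 of 7 passed an unadjusted p of 0.05, and their median was -0.02 and -0.00261 after quantile normalization. Relative to all probe sets the median was 0.129, and it reached the paper's direction, at -0.157, in the alternative without ethanol 2, set before the data were examined, with an adjusted p of 0.457 from camera. In none of the other alternatives set before the data were examined was the relative median below 0.

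The paper gives the snoRNAs of the Dlk1-Dio3 region as downregulated. Of 4 such probe sets, 1 (DQ267101, -0.28) was past the limits and lower and 0 were higher, and the median was -0.10 as deposited. Relative to all probe sets the median was 0.0462, and it was below 0 after quantile normalization (-0.0267), with probe sets naming 1 gene (-0.0163) and with the grouping by the treatment entry (-0.00944), of which none passed camera. The upregulation that the paper gives for MBII-52 was not analysed here, because no probe set is named for it.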

Other observations

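Both tests of the pituitary hormone transcripts, and the choice to name Gh, Prl, Cga and Pomc, came only after their values were seen, and lists and other named genes follow the rules given above.

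The 8 gene lists described first were taken from those with 3 or more members past the study's limits, a choice narrowed after results were seen. Their members past the limits as deposited were all lower on the ethanol arrays of the trimester 3 model, at 32 of 154 members (20.8%). The share over all probe sets was 7163 of 35556 (20.1%). As the lists were chosen by their members past the limits, the shares cannot be compared. Over all 37 further lists, counting a gene in each list that holds it, 4 members were past the limits and higher and 67 were lower. Among ionotropic glutamate receptors, Grin2d (-0.53), Grid1 (-0.37) and Grin2c (-0.31) were among 4 of 15 past the limits and lower, and after normalization 2 were lower and 2 higher, with Grin2d still past the limits. Of 21 synaptic vesicle and adhesion genes 4 were lower, among them Sv2c (-0.44), the scaffold gene Shank1 (-0.37) and the syntaxin gene Stx1a (-0.33), and 2 after normalization, both Sv2c and Shank1. The potassium channel genes Kcnj9 (-0.41) and Kcna2 (-0.28) were among 3 of 17 that were lower, of which 1, Kcnj9, was lower after normalization. The other probe set of Kcna2 was at -0.13 and not past the limits. Of 22 genes of monoamine receptors, transporters and enzymes, Ddc (-0.37), which encodes the decarboxylase that makes dopamine, and the serotonin receptor genes Htr5a (-0.31) and Htr7 (-0.30) were lower, and after normalization none was lower and 1 was higher.

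Of 17 one-carbon and methionine cycle genes 4 were lower, including the thymidylate synthase gene Tyms (-0.50, standard error 0.08, adjusted p = 0.161), the methionine synthase gene Mtr (-0.38) and Gnmt (-0.27), and after normalization 1, Tyms, was lower and 2 were higher. The heat shock and stress genes Tsc22d3 (-0.32), Hspa1a (-0.38) and Hsph1 (-0.28) were among 4 of 11 that were lower, and none was past the limits after normalization. Among imprinted genes outside the named clusters, 7 of 35 were lower, including Airn (-0.61), the long ncRNA of the Igf2r region, and Zdbf2 (-0.53), and after normalization 2, Airn and Zdbf2, were lower and 1 was higher. Of 17 ribosomal protein genes, Rpl13 (-0.45), Rpl19 (-0.33) and Rps18 (-0.33) were among 4 that were lower, of which 2, Rpl13 and Rpl19, were lower after normalization. These values are from 1 probe set per gene. The 8 others of Rpl13 ran from -0.43 to -0.26, and none was past the limits after normalization. Of the 6 others of Rpl19, only that at -0.32 was past the limits, in both forms. The 6 others of Rps18 ran from -0.34 to -0.22, some past the limits as deposited and none after normalization.

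No list above passed camera at an adjusted p of 0.05 (0.353 to 0.971). Of their 154 members 0 passed limma's adjusted p of 0.05 over all probe sets, and 34 (22.1%) passed an unadjusted p of 0.05. All probe sets gave 22.2%, but lists chosen by their members past the limits cannot be compared with that share. Cell type markers gave 0 past the limits among 15 neuron, 10 astrocyte, 6 oligodendrocyte precursor, 10 microglia and 4 blood cell genes in limma, and 0 of these passed an unadjusted p of 0.05. Of 13 oligodendrocyte and myelin genes 1 was lower, of 9 endothelial and pericyte markers 2, of 13 choroid plexus markers 2, of 6 ependymal markers 1, and of 10 meningeal markers 1 was higher (camera, adjusted p from 0.399 to 0.992 over the cell type lists). Of the region lists, 1 of 10 striatal genes was lower, 1 of 11 cerebellar genes was higher and 1 lower, and 0 of 9 thalamic and 0 of 11 hypothalamic neuropeptide genes were past the limits, with 0 and 1 past an unadjusted p of 0.05. Lower were also 2 of 15 circadian clock genes, 2 of 6 metabotropic glutamate receptors, 2 of 8 neurotrophins and their receptors, 2 of 18 enzymes and readers of DNA methylation, 2 of 10 genes of ethanol and aldehyde metabolism, 1 of 15 genes of Cdk5 signalling and 2 of 15 genes of snoRNA and small RNA processing, and 0 of 16 apoptosis genes were past the limits or an unadjusted p of 0.05. After quantile normalization the metabotropic receptors kept a count of 2 lower, the neurotrophin list had 2 higher and 1 lower, and 2 apoptosis genes were higher. The endothelial, choroid plexus, ependymal, circadian, ethanol metabolism and Cdk5 lists then had 0 genes past the limits. The DNA methylation and small RNA processing lists had 1 lower each. Higher were 1 oligodendrocyte precursor gene and 2 of 16 immediate early genes, and 0 of those 16 were lower. The oligodendrocyte, meningeal, striatal and cerebellar counts were unchanged. Of 16 immediate early genes 1 was lower, yet the list was 0.179 above all probe sets (camera, adjusted p = 0.0523, and 0.996 with an estimated correlation), and with the preset correlation it passed without control 3 at 0.342, without ethanol 4 at 0.217, with the block that pairs control 1 with ethanol 4, and among probe sets naming 1 gene at 0.173. In 5 of the 37 further lists 1 member, lower each time, passed an adjusted p of 0.05 when adjusted over the list alone (ependymal markers, pituitary hormone genes, metabotropic glutamate receptors, DNA methylation, one-carbon cycle), and in the others 0 did. The median relative to all probe sets and camera's direction had opposite signs for oligodendrocyte, endothelial, striatal, ionotropic glutamate, synaptic and small RNA processing genes. With an estimated correlation 0 lists passed camera, and the smallest adjusted p of fry's directional test was 0.179. Fry's mixed test, which takes changes in either direction together, compares a list with no change and not with other probe sets. As 80.2% of all probe sets were lower as deposited, it cannot set a list apart from that shift. The adjusted p of that test ran from 0.0264, for the Dlk1-Dio3 snoRNAs and thalamic genes among others, to 0.915 for MBII-85.

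Of the genes that the paper names from its other arrays, 3 of 17 were past the limits on the trimester 3 arrays, all lower, with 1 probe set taken per gene: Nmnat1 (-0.30), Apoe (-0.27) and Meg3. Slitrk2 was at 0.03 and not past them by that probe set, and its other probe set was past them and lower at -0.37 (standard error 0.09, adjusted p = 0.172), but not after quantile normalization (-0.24). After quantile normalization Apoe remained past them at -0.28 and Nmnat1 was at -0.11. Otx2 (-0.28), Nuak1 (0.32), App (-0.19), Akt1 (-0.15), Cdk5 (-0.21), Ctcf (-0.17), Igf2 (-0.04) and Ghr (-0.04) were not past them. Of 14 miRNA genes that the paper names, Mir10a (-0.42) and Mir10b (-0.37) were past the limits and lower, and after normalization neither was (both at -0.25). Mir25 (0.15) passed them only after normalization (0.34). Mir17 (0.10), Mir200a (0.08), Mir369 (0.04), Mir495 (-0.02), Mir146b (-0.04), Mir19b-1 (-0.09), Mir152 (-0.09), Mir151 (-0.22) and Mir19b-2 (-0.26) were not past them. Camera gave an adjusted p of 0.845 for the genes and 0.399 for the miRNA genes.

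The pituitary hormone transcripts Gh, Prl and Cga were the only probe sets naming 1 gene that were more than 4-fold lower on ethanol 2 than on each of the other arrays. Cga had log2 signals of 9.10 on control 1, 9.32 on control 3, 9.39 on ethanol 4 and 5.75 on ethanol 2, and Gh was 5.66 and Prl 5.05 under the lowest other array (-5.66 and -5.05). An ethanol effect shared by the pools is argued against, since the lowest difference of ethanol 4 from the control mean among the 3 genes was 0.0412, where the control arrays differed by up to 0.220. A smaller amount of pituitary tissue in the ethanol 2 pool is a candidate explanation that stays open: of the 7 measured hormone genes 5 were lowest on ethanol 2 after quantile normalization, where 6 were asked for and 4 or fewer would have argued against it. Pomc, abundant in that gland, was near background on all arrays (5.48 to 6.09) and lower on both ethanol arrays (-0.53, adjusted p = 0.165), and the list had a median of -0.53 and a mean of -1.16 (camera, adjusted p = 0.634; relative to all probe sets 0.164 without ethanol 2 and -0.474 without ethanol 4, where camera gave an adjusted p of 5.82e-06, and 0.984 with an estimated correlation).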
